# A Novel Microglia-Specific Transcriptional Signature Correlates With Behavioral Deficits in Neuropsychiatric Lupus

**DOI:** 10.3389/fimmu.2020.00230

**Published:** 2020-02-26

**Authors:** Hadijat M. Makinde, Deborah R. Winter, Daniele Procissi, Elise V. Mike, Ariel D. Stock, Mary J. Kando, Gaurav T. Gadhvi, Steven Droho, Christina L. Bloomfield, Salina T. Dominguez, Maximilian G. Mayr, Jeremy A. Lavine, Chaim Putterman, Carla M. Cuda

**Keywords:** lupus, SLE, NP-SLE, behavior, microglia, DAM, interferon

## Abstract

Neuropsychiatric symptoms of systemic lupus erythematosus (NP-SLE) affect over one-half of SLE patients, yet underlying mechanisms remain largely unknown. We demonstrate that SLE-prone mice (CReCOM) develop NP-SLE, including behavioral deficits prior to systemic autoimmunity, reduced brain volumes, decreased vascular integrity, and brain-infiltrating leukocytes. NP-SLE microglia exhibit numerical expansion, increased synaptic uptake, and a more metabolically active phenotype. Microglia from multiple SLE-prone models express a “NP-SLE signature” unrelated to type I interferon. Rather, the signature is associated with lipid metabolism, scavenger receptor activity and downregulation of inflammatory and chemotaxis processes, suggesting a more regulatory, anti-inflammatory profile. NP-SLE microglia also express genes associated with disease-associated microglia (DAM), a subset of microglia thought to be instrumental in neurodegenerative diseases. Further, expression of “NP-SLE” and “DAM” signatures correlate with the severity of behavioral deficits in young SLE-prone mice prior to overt systemic disease. Our data are the first to demonstrate the predictive value of our newly identified microglia-specific “NP-SLE” and “DAM” signatures as a surrogate for NP-SLE clinical outcomes and suggests that microglia-intrinsic defects precede contributions from systemic SLE for neuropsychiatric manifestations.

## Introduction

Systemic lupus erythematosus (SLE) is a chronic autoimmune disease that arises from the combination of genetic and environmental factors, culminating in destructive tissue injury to multiple organ systems including the central nervous system (CNS). Although incidence varies widely among evaluated cohorts (1), nearly one-half of patients experience primary, or disease-related, manifestations of CNS disease, known as neuropsychiatric SLE (NP-SLE). NP-SLE may be among the earliest signs of SLE (2), but NP-SLE manifestations lack correlation with systemic disease flare (1). As neuropsychiatric symptoms are non-specific and clinically validated biomarkers for diagnosis are nonexistent, primary NP-SLE diagnosis is routinely documented by ruling out secondary causes and in some cases may even go undiagnosed. NP-SLE can be subdivided into focal or diffuse syndromes. Focal NP-SLE presents as focal seizures, strokes, movement disorders and/or migraine or cluster headache and may involve a predominant ischemic-vascular pathway (1). Patients with diffuse NP-SLE present with symptoms including psychosis, mood disorder, cognitive dysfunction, acute confusional states, headaches other than migraine, or cluster headache and/or anxiety disorders (1). Despite the devastating impact of both focal and diffuse NP-SLE on health-related quality of life, underlying disease mechanisms remain largely unknown, often leading to palliative rather than therapeutic protocols (1).

Pathogenic roles for autoantibodies to brain-specific antigens (anti-ribosomal-P, anti-phospholipid, anti-cardiolipin, anti-NMDAR) are suggested to play a role in NP-SLE (1). Blood-brain-barrier disruption, accelerated atherosclerosis, thrombotic vasculopathy and intrathecal inflammatory cytokines, including type I interferon (IFN), are also proposed as potential contributors to NP-SLE (1). However, these clinical outcomes cannot account for the high prevalence and symptom heterogeneity in NP-SLE patients. Microglia, the tissue-resident macrophages of the brain, are gaining more attention in the pathogenesis of NP-SLE (3). Microglia establish permanent residence during embryonic development and serve as first responders to neuronal damage and infections to restore/maintain homeostasis (4). Microglia also play critical roles in shaping neural circuit connectivity and pruning synaptic connections by engulfing pre-/post-synaptic elements (4). Studies show histological evidence of perivascular microglial activation (5, 6) in SLE patients and in SLE mouse models based on positive microglial staining of CD68, Iba-1, or F4/80 antigens (7–9). Serum from SLE patients causes inflammatory changes in cultured mouse microglia (10). More recently, excessive synaptic pruning by microglia is associated with behavioral deficits in the 564Igi model of SLE (11), and total macrophage and microglia depletion ameliorates disease in multiple models of NP-SLE (12, 13).

We published that CReCOM mice develop SLE-like disease including splenomegaly, lymphadenopathy, hypergammaglobulinemia, auto-antibody induction (including anti-dsDNA), glomerulonephritis, immune complex deposition in the kidney, exacerbated proteinuria, heightened serum pro-inflammatory cytokines, and increased mortality (14). Here we demonstrate that CReCOM mice also display NP-SLE-like disease. CReCOM mice develop behavioral deficits corresponding to hippocampal and cerebellar defects that precede end-organ pathology, similar to patients with NP-SLE. Magnetic resonance imaging (MRI) shows diminished white matter integrity, decreased vascular integrity, and brain volume reduction in CReCOM mice, consistent with findings among patients (15, 16). CReCOM mice display diffuse leukocyte infiltration, including macrophages, within the brain parenchyma, but not within the choroid plexus. Transcriptional profiling reveals that microglia are more metabolically active in CReCOM mice compared to WT mice. Further, a 18-gene “NP-SLE signature” is shared between microglia of CReCOM mice and the recently validated B6.*Sle1Sle3* NP-SLE model (17). This “NP-SLE signature” is enriched for genes associated with processes related to lipid metabolism, scavenger receptor activity, and downregulating inflammatory responses and cell chemotaxis. NP-SLE microglia are also enriched for genes associated with disease-associated microglia (DAM) observed in multiple neurodegenerative diseases (18). Moreover, expression of “NP-SLE” and “DAM” signatures in microglia correlates with the severity of behavioral deficits prior to overt systemic disease in young SLE-prone mice. These data are the first to connect microglia-specific transcriptional signatures with clinical outcomes in NP-SLE-like disease and suggest that microglia-intrinsic defects precede contributions from systemic SLE for neuropsychiatric manifestations.

## Results

### Behavioral Deficits Precede End-Organ Disease in CReCOM Mice

Since CReCOM mice develop SLE-like disease with age and do not display kidney pathology until 8 months of age (14), we determined whether these mice exhibit NP-SLE-like disease prior to end-organ pathology. To accomplish this, 3–4-month-old female WT and CReCOM, as well as MRL^lpr/lpr^ (positive control), mice, underwent a battery of behavioral tasks validated by Northwestern University's Behavioral Phenotyping Core.

The Morris water maze assesses hippocampal-dependent spatial memory and learning by testing the ability of animals to remember the location of, and perform the task of climbing onto, a platform in a pool. CReCOM mice exhibited greater latency and traveled greater distances to reach the platform resulting in fewer CReCOM mice reaching the platform than WT mice (Figure 1A). Fear conditioning was also measured to test hippocampal- and/or amygdala-dependent associative learning. CReCOM mice showed less freezing in response to the environment than WT mice (Figure 1B), but showed no defect in response to the cue, indicating a strictly contextual associative learning defect. Prepulse inhibition (PPI) is a measure of CNS activity wherein responses to stronger stimuli are inhibited/dampened by pre-exposure to weaker stimuli (prepulse) and involves the hippocampus, striatum, and brainstem. Acoustic startle response values were similar between CReCOM and WT mice (Figure 1C), indicating normal hearing function. At 4 and 20 KHz prepulse frequencies, CReCOM mice responded similarly to WT mice and confirmed intact hearing function in CReCOM mice. However, CReCOM mice showed a higher %PPI at the 12 KHz prepulse frequency compared to WT mice (Figure 1C), indicating an inability to adapt to the acoustic stimuli even when preceded by a weaker signal. Rotarod evaluates grip strength and motor skill; animals with unimpaired motor coordination will stay on the rod longer than animals with defects in their motor cortex and cerebellum. CReCOM mice were unable to hold on as long and fell off at lower speeds compared to WT mice during the acceleration phase on the first day but were able remain on the rod longer the second day (Figure 1D). Mice were also subjected to zero maze, Y maze, and open field tasks, and data from these tests were similar between WT and CReCOM mice (Supplemental Figures 1A–C). CReCOM mice did not exhibit aberrant gait symmetry or coordination compared to WT mice (Supplemental Figure 1D), signifying the absence of locomotive deficits.

**Figure 1:**
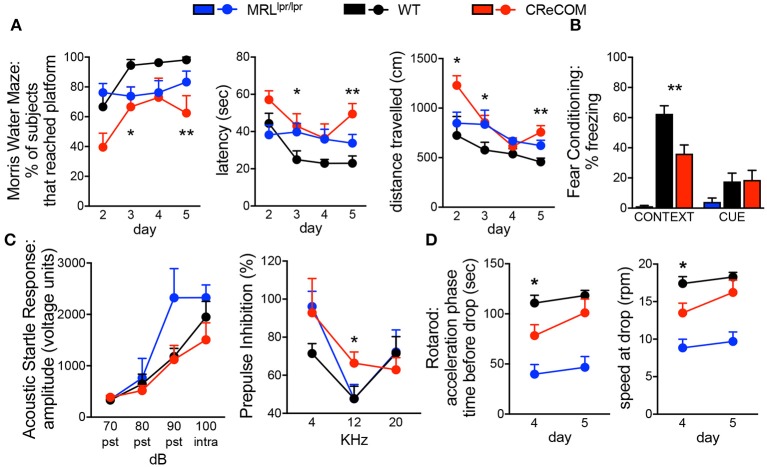
Behavioral deficits occur in young CReCOM mice. 3-4-month-old female MRL^lpr/lpr^ (*n* = 7), WT (*n* = 9), and CReCOM (*n* = 8) mice underwent behavioral testing. Data are combined from 3 independent experiments. **(A)** Morris water maze: % of mice that reached the hidden platform, latency to platform, and distance traveled. **(B)** Fear conditioning: % freezing following reintroduction of “shock” environment (CONTEXT) or tone associated with “shock” (CUE). **(C)** Prepulse inhibition: amplitude of acoustic startle response at 70, 80, 90, and 100 dB and % prepulse inhibition at 4, 12, and 20 KHz frequencies. **(D)** Rotarod: time spent on rod prior to drop and speed at drop during acceleration phase. (*p < 0.05; **p < 0.005).

We also subjected 9–10-month-old mice to aforementioned behavioral tasks and found trends toward similar responses as 3–4-month-old CReCOM mice in the Morris water maze, PPI, and Rotarod, but not fear conditioning, tasks compared to WT mice (Supplemental Figures 2A–D); however, aging affects the ability of WT mice to perform tasks (19). Consistent with 3–4-month-old CReCOM mice, 9–10-month-old CReCOM mice behaved similarly to WT mice in the zero maze, Y maze, open field, and DigiGait tasks. We investigated retinal vasculature of 9–10-month-old mice by fluorescein angiography, as retinopathy is a manifestation of SLE (20). We found no irregularities in the retinal vasculature (Supplemental Figure 3), suggesting that behavioral deficits in CReCOM mice were not related to visual deficits. These data confirm spatial memory, contextual associative learning, startle response, and motor coordination defects involving the hippocampus, amygdala, striatum, brainstem, motor cortex, and/or cerebellum regions and indicative of NP-SLE in CReCOM mice prior to end-organ pathology.

### Reduced Brain Volumes, Decreased Connectivity, and Diminished Vascular Integrity in CReCOM Mice

Imaging studies indicate hypermetabolism, corresponding to atrophy, of white and gray brain matter of NP-SLE patients (15, 16). CReCOM mice underwent 3D, diffusion, and dynamic contrast-enhanced MRI to address whether similar radiological findings are evident. CReCOM mice had reduced brain volumes compared to WT mice (Figure 2A), as in NP-SLE patients (15, 16), which were not correlated with decreased body weights (Figure 2B). CReCOM mice exhibited diminished white matter integrity detected via reduced thresholded volumetric fractional anisotropy (TVFA) values compared to WT mice (Figures 2C,D). CReCOM mice also displayed decreased vascular integrity compared to WT mice by intravenous administration of MRI contrast agent, potentially indicating a more permeable blood-brain-barrier similar to NP-SLE patients (1) (Figure 2E). Dynamic contrast-enhanced MRI also showed evidence of a lesion present in one CReCOM brain, but not in WT mice (Supplemental Figure 4). These data indicate that the radiological presentation by CReCOM mice mimics that of NP-SLE patients.

**Figure 2:**
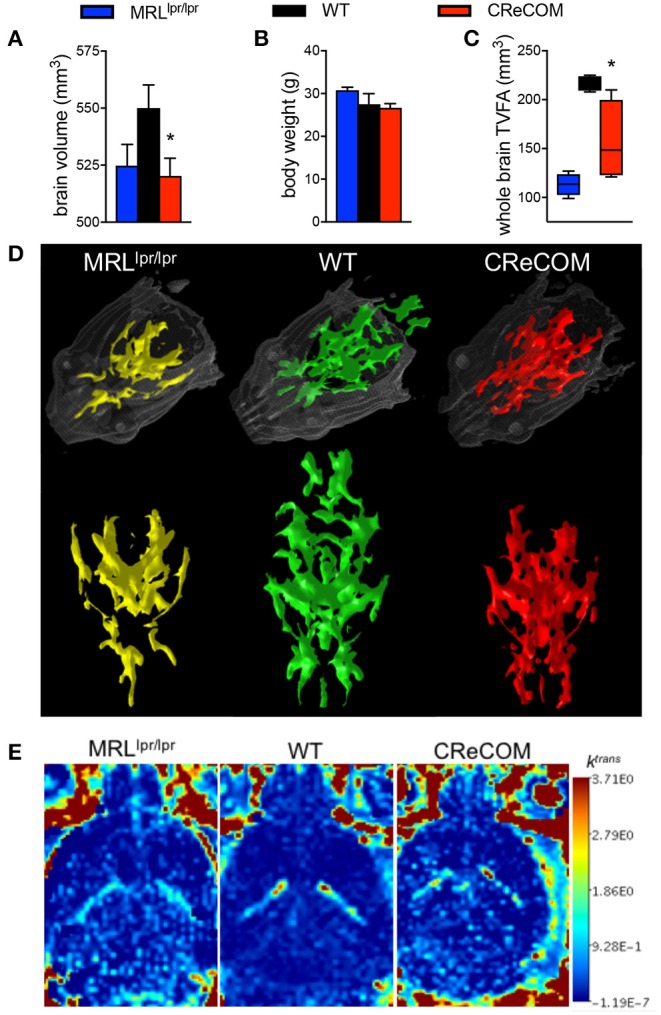
CReCOM mice exhibit reduced brain volumes, decreased connectivity, and diminished vascular integrity. Four-month-old female MRL^lpr/lpr^ (*n* = 4) and 12-month-old female WT (*n* = 4) and CReCOM (*n* = 4) mice underwent MRI. **(A)** Brain volumes extracted from 3D MRI. **(B)** Body weight. **(C)** Fractional anisotropy (FA) maps extracted from diffusion MRI images. A set threshold value (FA ~ 400) generated semi-automated ROI. Volumes of voxels/region with FA values>~400 were determined and thresholded volumetric FA (TVFA) values are shown. **(D)** TVFA renderings overlaid on wired mouse head renderings. **(E)** Images of k^trans^ level (measure of vascular integrity) extracted from dynamic contrast-enhanced MRI (*p < 0.05).

### Evidence of Diffuse Infiltration in Brains of CReCOM Mice

Previous data suggest that leukocytes infiltrate brains of NP-SLE patients and models of NP-SLE (5, 21–25). We observed evidence of diffuse CD45 expression within the cerebellum, but not the choroid plexus, of CReCOM mice compared to WT mice by histology (Supplemental Figure 5). We then confirmed histological data using flow cytometric analysis.

We regionally examined the brain: choroid plexus alone (from all ventricles), cortical region with corresponding choroid plexus, and cerebellar region with corresponding choroid plexus (Supplemental Figure 6 and Figure 3). We did not find leukocyte infiltration within the choroid plexus of CReCOM mice (Supplemental Figures 6A,B), similar to our histological observations (Supplemental Figure 5). However, the cortical region of CReCOM brains showed a trend toward increased macrophage infiltration, as well as elevated numbers of microglia, compared to WT brains (Figures 3A–C). Further, significant infiltration of macrophages and expansion of microglia was observed in cerebellar region of CReCOM mice compared to WT mice (Figures 3A,B,D). Cortical and cerebellar regions of CReCOM brains showed increased CD4^+^ T-cell infiltration compared to WT brains (Figures 3C,D). Our histological and flow cytometric data confirmed massive infiltration within the choroid plexus of MRL^lpr/lpr^ brains (Supplemental Figures 5, 6A,B). Thus, CReCOM mice exhibit diffuse leukocyte infiltration into the brain parenchyma, potentially owing to decreased vascular integrity, similar to NP-SLE patients.

**Figure 3:**
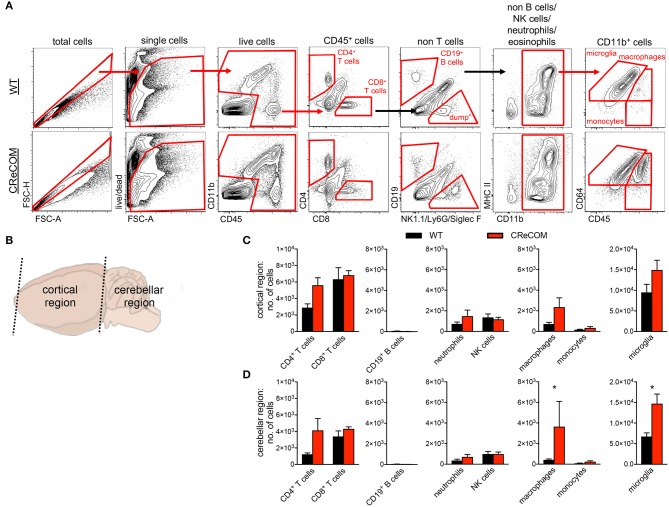
Evidence of diffuse leukocyte infiltration in CReCOM brains. Brains of 11-12-month-old female WT (*n* = 4) and CReCOM (*n* = 4) mice were split into two portions and analyzed by flow cytometry. Data are representative of three independent experiments. **(A)** Whole brain gating strategy. **(B)** Regional breakdown for subsequent analysis. **(C)** Analysis of cortical region infiltration of T-cells (CD4^+^CD45^hi^ and CD8^+^CD45^hi^), B-cells (CD19^+^CD45^hi^), neutrophils (CD11b^+^Ly6G^+^CD45^hi^), NK cells (CD11b^+^NK1.1^+^CD45^hi^), macrophages (CD11b^+^CD64^+^CD45^hi^), monocytes (CD11b^+^CD64^−^CD45^hi^), as well as microglia (CD11b^+^CD64^+^CD45^lo^). **(D)** Analysis of aforementioned populations in cerebellar region (*p < 0.05).

### Disease-Specific Alterations in Gene Expression of CReCOM Macrophages and Microglia

We previously showed that preventing monocyte-derived macrophage infiltration into the brain improved behavioral deficits and white matter integrity in a traumatic brain injury model (26, 27). 

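Macrophages (CD11b+CD64+CD45hi) and microglia (CD11b+CD64+CD45lo) were sorted from perfused brains, with the meninges removed, of female WT (Casp8flox/flox) mice and of CReCOM mice, in which Cre under the CD11c promoter removes caspase-8. Libraries of mRNA 3′ ends (QuantSeq) were made from 1 ng of macrophage RNA or 2 ng of microglia RNA. There were 28 libraries, with 4 of microglia and 3 of macrophages for each genotype at 5–6 and at 11–12 months of age. By the mouse numbers in the library names, 9 mice gave both cell types. The age field of the sample descriptions gives 11–12 months for the young CReCOM microglia and 5–6 months for the old WT microglia. The groups used here follow the sample titles and the library names instead, which give the group sizes that the paper states. The authors trimmed the reads with bbduk, aligned them to GRCm38 with STAR, counted them per gene with HTSeq and divided by the library total to give CPM. Both the counts and the CPM were used from there on. Counts assigned to genes per macrophage library at 11–12 months were 4194090 to 6570411 (median 6515323) in CReCOM and 4185161 to 5901911 (median 4543579) in WT mice. At 5–6 months these totals were 6309385 to 8344189 (median 6444945) in CReCOM and 4045036 to 4635737 (median 4442152) in WT macrophages. Microglia libraries held 4486419 to 5397679 (median 4833046) counts in CReCOM and 4244176 to 5860690 (median 5128117) in WT mice at 11–12 months. At 5–6 months they held 4561287 to 5699889 (median 5036607) in CReCOM and 3961593 to 5413100 (median 5255323) in WT mice. The paper states its depth in reads, with a minimum of 7000000 per sample and a higher target, whereas the values here use the counts assigned to genes. A count of 0 allows up to 3 counts, which is 0.360 to 0.757 CPM over the 28 libraries and covers counting error only.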

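Differential expression was tested with edgeR's quasi-likelihood test, with TMM factors and a mean for each genotype and age within a cell type. The test covered the 8462 genes of microglia and 6272 of macrophages that pass the paper's expression filter in any of the 4 groups. Genes were called at the paper's thresholds, an adjusted p under 0.1 and a fold change over 1.5. The paper names DESeq2 for its own test. The genes of 38 lists, which group known pathways and cell type markers and were written before the data were examined, were tested as sets with camera at a preset correlation between genes of 0.01 and an adjusted p under 0.05. For calls on all libraries, a gene list's p with an estimated correlation is given beside it where that p misses the threshold. For lists that differ between ages or cell types, the number that pass with it may stand instead. On counts simulated with the spread of these libraries, the gene test called 25 of 100 genes changed 4-fold in microglia and 28 of 100 in macrophages at 11–12 months. It called 3 and 4 of 100 genes changed 2-fold. At 5–6 months it called 42 of 100 genes changed 4-fold in microglia and 22 in macrophages, so most changes of these sizes would be missed.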

Since CReCOM mice showed behavioral deficits corresponding to macrophage infiltration as well as increased numbers of microglia, we determined gene expression profiles of fluorescence-activated cell sorting (FACS)-purified macrophages and microglia from WT and CReCOM mice by RNA-seq. Isolated populations were transcriptionally distinct (Figure 4A). 

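Lyz2 (ENSMUSG00000069516), the lysozyme gene of myeloid cells, had 18785 ± 4745 CPM (SD, n = 6 libraries) in macrophages and 412 ± 87.4 (SD, n = 8) in microglia at 11–12 months. Its log2 fold change of microglia over macrophages was −5.47 (standard error 0.15, adjusted p = 2.08e-25 from edgeR). Cst3 (ENSMUSG00000027447), which encodes the secreted protease inhibitor cystatin C and lies on chromosome 2 of GRCm38 from 148871722 to 148875692, was 5.52-fold higher in microglia (adjusted p = 4.98e-16), with 10694 ± 4004 CPM against 1909.5 ± 525 in macrophages. Of 9058 genes expressed in either cell type, 1616 were higher in microglia and 1521 were higher in macrophages. With each mouse as a block edgeR called 986 and 1082, and DESeq2 without a block called 2012 and 1540. Across these genes, the Pearson correlation of log2 CPM had a median of 0.431 (0.39 to 0.49) over the 48 pairs of a microglia and a macrophage library. The median was 0.705 (0.688 to 0.772) over 28 pairs of microglia libraries and 0.705 (0.615 to 0.798) over 15 pairs of macrophage libraries. Genes are not independent replicates, so no p is given. Each of the 14 libraries correlated best with a library of its own cell type. With no expression filter the medians were 0.713 between cell types, 0.815 within microglia and 0.801 within macrophages. Among the macrophages, WT replicate 7 and CReCOM replicate 4 stood apart. WT replicate 7 correlated at 0.675 and 0.692 with the other WT libraries, which correlated at 0.798 with each other, and CReCOM replicate 4 at 0.696 and 0.723 with the other CReCOM libraries, against 0.778. WT replicate 7 also had 9556 genes detected, against 12710 and 13117 in the other WT libraries. Among the microglia, CReCOM replicate 1 correlated better with each WT library (0.711 to 0.75) than with any other CReCOM library (0.689 to 0.704).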

A number of genes are enriched in microglia compared to other myeloid and CNS populations (11, 28), and we compared expression between isolated macrophages and microglia (Supplemental Figure 7A). 

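Genes that mark resting microglia of the brain were far higher in sorted microglia than in sorted macrophages at 11–12 months. Cx3cr1 (ENSMUSG00000052336), the fractalkine receptor gene, lies on chromosome 9 of GRCm38 from 119901616 to 120069879 and was 12.4-fold higher, with 7657 ± 1465 CPM (SD, n = 8 libraries) in microglia and 629 ± 117 (SD, n = 6) in macrophages (adjusted p = 1.21e-18 from edgeR). P2ry12 (ENSMUSG00000036353), a receptor for ADP that guides microglial processes, was 120.0-fold higher (1538 ± 458 against 23.1 ± 31 CPM), and 74.4-fold with each mouse as a block. P2ry13, a related ADP receptor, was 99.9-fold higher (2300.4 ± 216 against 23.8 ± 12.7 CPM). Tmem119, a surface marker of microglia, was 34.4-fold higher, and Trem2, a lipid-sensing receptor, was 16.1-fold higher. Olfml3, a secreted glycoprotein gene, was 36-fold higher, 60.7-fold without macrophage CReCOM replicate 1 and 52-fold with each mouse as a block. Gpr34, a lysophosphatidylserine receptor gene, was 127-fold higher (708 ± 159 against 7.59 ± 11.8 CPM), 205-fold without macrophage WT replicate 4 and 237-fold without macrophage CReCOM replicate 1. The standard errors of these log2 fold changes were 0.16 to 0.65, and the largest adjusted p was 1.32e-06. Of 40 homeostatic microglia genes tested, 38 were higher in microglia at an adjusted p under 0.1 and 0 were higher in macrophages at that threshold. The exceptions were Tgfb1 and Csf3r. As ratios of mean CPM, the folds of P2ry12 and Gpr34 were 66.6 and 93.3.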

Of the 47 genes evaluated, 39 genes were expressed at higher levels in microglia than in macrophages (*Cx3cr1*:12-fold, *P2ry12*:34-fold, *P2ry13*:77-fold, *Tmem119*:41-fold, *Trem2*:14-fold, *Olfml3*:24-fold, *Gpr34*:44-fold). The remaining genes were either expressed at higher levels in macrophages than in microglia or were not detected in either population (Supplemental Figure 7A). These data demonstrate distinct macrophage and microglia populations by transcriptional profiling (Supplemental Figure 7A) and cell surface expression of known antigens (Figure 3A).

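Marker genes of each cell type, summed over a list fixed in advance, differed strongly between the sorts at 11–12 months. Homeostatic microglia genes summed to 69258 ± 4174 CPM in WT and 64192 ± 4819 in CReCOM microglia (SD, n = 4 each). In macrophages they summed to 6348 ± 298 in WT and 8792 ± 1999 in CReCOM mice (SD, n = 3 each). Monocyte markers, such as Ly6c2, reached 10706 ± 2367 CPM in WT and 13846 ± 2219.8 in CReCOM macrophages, and 1228 ± 536 and 319 ± 283 in microglia. Markers of neutrophils, which carry CD11b, summed to 25045 ± 10243 CPM in WT and 7285 ± 3850.4 in CReCOM macrophages, against 138 ± 88.4 and 172 ± 71.2 in microglia. T and NK cell markers summed to 4663 ± 1899.7 and 773 ± 364 CPM in WT and CReCOM macrophages, and to 48 ± 20.4 and 21.5 ± 3.7 in microglia. Markers of macrophages at the brain's borders were also higher in the macrophage sort, at 2724 ± 284 CPM in WT and 3555 ± 178 in CReCOM mice, against 1505 ± 112 and 945 ± 112 in microglia. Most of the border sum in microglia came from Maf, which is also a homeostatic microglia gene (811 ± 231 CPM over both genotypes). Markers of brain cells that neither gate selects were higher in the microglia sort. Astrocyte markers summed to 3267 ± 545 and 3169.7 ± 322 CPM in WT and CReCOM microglia, against 500.3 ± 65.9 and 443 ± 162 in macrophages. Endothelial and pericyte markers summed to 1836 ± 639 and 2087 ± 358 CPM in WT and CReCOM microglia, against 354 ± 101 and 419.7 ± 58.9 in macrophages. These sums were compared as levels, without a test.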

**Figure 4:**
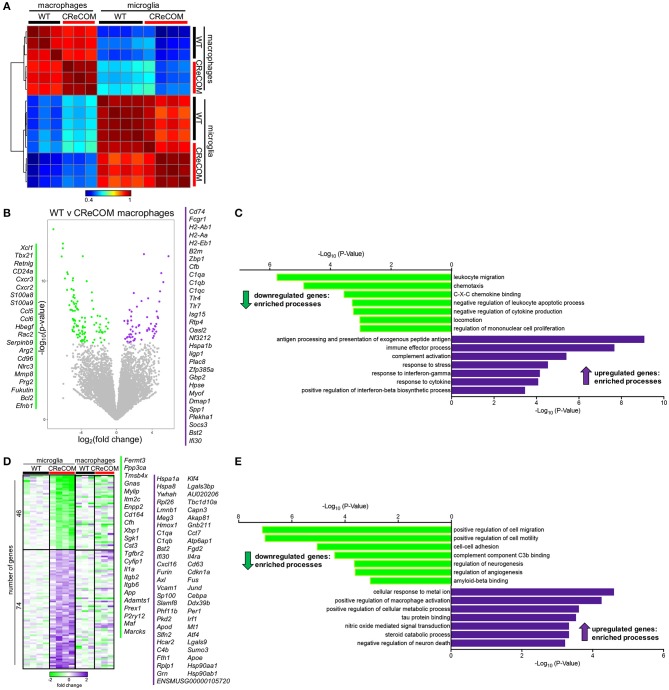
Microglia and infiltrating macrophages in CReCOM brains show distinct transcriptional profiles. FACS-purified macrophages of 11-12-month-old female WT (*n* = 3) and CReCOM (*n* = 3) mice and microglia of 11-12-month-old female WT (*n* = 4) and CReCOM (*n* = 4) mice were analyzed by RNA-seq. **(A)** Pairwise Pearson correlation of gene expression between macrophage and microglia samples from CReCOM and WT mice. **(B)** Volcano plot depicting the most differentially expressed genes (167) (DESeq2, false discovery rate (FDR) <10%, fold change>1.5) between WT and CReCOM macrophages. Downregulated genes (105) in CReCOM shown in green; upregulated genes (62) in CreCOM shown in purple. **(C)** GO processes associated with differentially expressed genes in CReCOM macrophages. **(D)** Heat map depicting relative expression [log_2_[fold change compared to mean of WT replicates]] of the most differentially expressed genes (120) (DESeq2, FDR <10%, fold change>1.5) between WT and CReCOM microglia. Downregulated genes (46) in CReCOM shown in green; upregulated genes (74) in CReCOM shown in purple. Macrophage expression data for microglia-specific differentially expressed genes are depicted. **(E)** GO processes associated with differentially expressed genes in CReCOM microglia.

To evaluate the pathways altered in CReCOM macrophages, the most differentially expressed genes between WT and CReCOM microglia were determined (Figure 4B). Macrophages from CReCOM mice downregulated 105 genes (*S100a8, S100a9, Cxcr2, Ccl6, Bcl2*) related to *leukocyte migration, chemotaxis, C-X-C chemokine binding, negative regulation of leukocyte apoptotic process, negative regulation of cytokine production, locomotion*, and *regulation of mononuclear cell proliferation* compared to WT mice (Figure 4C). These macrophages also upregulated 62 genes (*Tlr4, Tlr7, CD74, Bst2, Ifi30*) associated with *antigen processing and presentation of exogenous peptide antigen, immune effector process, complement activation, response to stress, response to interferon-gamma, response to cytokine*, and *positive regulation of interferon-beta biosynthetic process* (Figure 4C). These data indicate that infiltrating CReCOM macrophages may be capable of increased antigen presentation and complement activation, as well as be more responsive to IFN present in the environmental milieu.

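In macrophages of 11–12-month-old mice, genes of NK and T cells and granule genes of neutrophils fell in CReCOM mice. Il2rb (ENSMUSG00000068227), the receptor chain for IL-2 and IL-15, lies on chromosome 15 of GRCm38 from 78479256 to 78495271 and was 14.6-fold lower in mean CPM, with 23.9 ± 6.6 CPM in CReCOM and 348 ± 156 in WT macrophages (SD, n = 3 each), a log2 fold change of −3.87 (standard error 0.42, adjusted p = 2.24e-04). Gzma, a killer cell protease gene, changed by −3.39 (standard error 0.44, adjusted p = 0.00102) on the log2 scale, Nkg7, a cytotoxic granule protein gene, by −2.80 (adjusted p = 0.00676), and Ccl5, a chemokine of T and NK cells, by −2.82 (adjusted p = 0.00676). S100a9 (ENSMUSG00000056071) and S100a8, the calprotectin genes of neutrophils, fell by 1.89 and 1.86 on the log2 scale (adjusted p = 0.0203 and 0.0328), and Ngp, a neutrophil granule gene, fell by 1.62 (adjusted p = 0.0486). The NK cell genes Klra4, Klrg1 and Xcl1 were nearly absent from CReCOM macrophages, at 0.205, 0.51 and 1.08 CPM, against 167 ± 89.6, 109.7 ± 76.6 and 82.1 ± 62.5 in WT macrophages. The 3 counts of the floor are 0.457 to 0.715 CPM in these CReCOM libraries, and these genes, which lie near or under it there, are given as CPM without a fitted fold. Rac2, a GTPase of leukocyte migration, and Actn1, an actin crosslinker, fell by 1.21 and 2.67 on the log2 scale (adjusted p = 0.044 and 0.0429).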

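As a group, 21 of 23 T and NK cell markers had a negative log2 fold change (median −2.60), of which 5 passed the threshold over all genes and 12 when adjusted over the list alone (adjusted p of the list = 3.72e-20 from camera). Of 22 neutrophil markers, 21 were negative (median −1.74), with 3 past the threshold and 14 when adjusted over the list alone (adjusted p = 2.10e-15 from camera, and 0.0697 with an estimated correlation). Of 44 chemotaxis and leukocyte migration genes, 27 were negative (median −0.31). Among these, 5 were lower over all genes, and 2 were higher and 12 lower when adjusted over the list alone (adjusted p = 0.00123 from camera, and 0.296 with an estimated correlation). The paper's other named genes did not pass the threshold. Ccl6, a myeloid chemokine, had a log2 fold change of −1.03 (adjusted p = 0.159), and Bcl2, which blocks apoptosis, had −1.97 (adjusted p = 0.299). Cxcr2, the receptor that draws neutrophils to CXC chemokines, had 2.2 ± 3.28 CPM in CReCOM and 89.8 ± 75.8 in WT macrophages (adjusted p = 0.195). B cell and plasma cell markers moved the same way in the 3 members tested (median −5.00, adjusted p = 4.80e-04 from camera, and 0.0918 with an estimated correlation). In all, 14 of 6272 genes were lower in CReCOM macrophages at an adjusted p under 0.1, and each had no overlap between the 3 CReCOM and the 3 WT libraries, a separation that chance gives 10% of genes. The calls of Il2rb, Gzma, Nkg7 and Ccl5 held when any single library was left out. Those of S100a9, S100a8, Ngp, Rac2 and Actn1 were lost without WT replicate 2 (adjusted p from 0.18 to 0.29) or CReCOM replicate 4 (0.16 to 0.29), all but Rac2 also without WT replicate 4, S100a8, Ngp and Actn1 without CReCOM replicate 1, and Rac2 and Actn1 without CReCOM replicate 3. DESeq2 called 80 genes lower, and edgeR called 5, 7 and 25 without WT replicates 2, 4 and 7 and 22 without CReCOM replicate 3. With 3 libraries against 3, an exact permutation test cannot go below 0.1.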

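The complement gene C1qa and genes of antigen presentation and the interferon response rose in macrophages of 11–12-month-old CReCOM mice. C1qa (ENSMUSG00000036887), which encodes a chain of C1q, the start of the classical complement pathway, lies on chromosome 4 of GRCm38 from 136895917 to 136898803. It was 8.64-fold higher in mean CPM, with 419 ± 35.3 CPM in CReCOM and 48.5 ± 19 in WT macrophages (SD, n = 3 each), a log2 fold change of 3.10 (standard error 0.41, adjusted p = 0.00115). Gbp2 (ENSMUSG00000028270), an interferon-induced GTPase, was 12.3-fold higher in mean CPM (285 ± 19.2 against 23.2 ± 21.2 CPM, adjusted p = 0.0315), and Zbp1, a sensor of nucleic acids, changed by 1.93 (standard error 0.40, adjusted p = 0.0542) on the log2 scale. H2-Eb1 and Cd74, an MHC class II chain and its invariant chain, changed by 1.66 (adjusted p = 0.0436) and 1.44 (adjusted p = 0.0502), and B2m, the light chain of MHC class I, by 0.86 (adjusted p = 0.0429). Plac8, a gene of monocytes and other myeloid cells, was 2.41-fold higher in mean CPM (adjusted p = 0.0203). Genes of microglia moved beside C1qa. P2ry12 had 42.4 ± 35.6 CPM in CReCOM and 3.72 ± 2.98 in WT macrophages (adjusted p = 0.304), and 21 of 30 homeostatic microglia genes, C1qa among them, had a positive log2 fold change (median 0.52, adjusted p = 2.46e-04 from camera, and 0.189 with an estimated correlation). C1qb and C1qc, the other chains of C1q, had log2 fold changes of 2.59 (adjusted p = 0.157) and 1.77 (adjusted p = 0.16), which did not pass the threshold. Of the other genes the paper names, Bst2, which tethers virus to the cell, had 1.64 (adjusted p = 0.113), Tlr7, a receptor for RNA, 1.62 (adjusted p = 0.468), and Ifi30, a lysosomal reductase of antigen processing, 0.95 (adjusted p = 0.304). Tlr4, the receptor for lipopolysaccharide, had 45.5 ± 13 CPM in CReCOM and 1.08 ± 1.73 in WT macrophages (adjusted p = 0.65), with WT values near the floor of 0.508 to 0.717 CPM. In all, 7 genes were higher at an adjusted p under 0.1, and each separated the groups. The calls of Cd74, H2-Eb1 and B2m were lost without WT replicate 2, WT replicate 4, CReCOM replicate 1 or CReCOM replicate 4 (adjusted p up to 0.29), and that of H2-Eb1 also without CReCOM replicate 3. Gbp2 and Plac8 missed the threshold without WT replicate 2 (adjusted p = 0.14 for both). Zbp1 missed it without each library but CReCOM replicate 4 (adjusted p up to 0.23). The call of C1qa held when any single library was left out. DESeq2 called 46 genes higher, and edgeR called 1, 3 and 14 without WT replicates 2, 4 and 7 and 3 without CReCOM replicate 1.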

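Type I interferon response genes rose together in CReCOM macrophages at 11–12 months, with a positive log2 fold change for 44 of 46 (median 1.11, adjusted p = 8.13e-17 from camera). Zbp1 passed over all genes and 12 members passed when adjusted over the list alone. Of 20 interferon-γ response genes, 17 were positive (median 1.18, adjusted p = 2.92e-08 from camera), Gbp2 passed over all genes, and 7 passed when adjusted over the list alone. Of 14 genes of MHC class II presentation, 12 were positive (median 1.03, adjusted p = 5.18e-08 from camera, and 0.0595 with an estimated correlation), with 2 past the threshold over all genes and 7 when adjusted over the list alone. MHC class I presentation genes were positive in 16 of 18 (median 0.46, adjusted p = 7.59e-05 from camera), where B2m passed over all genes and 5 when adjusted over the list alone. Complement genes did not move together: of 14 members, C1qa passed over all genes, and 4 were higher and 1 lower when adjusted over the list alone. Their median was −0.27 and their mean 0.47 (adjusted p = 0.192 from camera). Without CReCOM replicate 4 the complement list passed, with an adjusted p of 0.00845. Socs3, a brake on cytokine signalling, had a log2 fold change of 1.65 (adjusted p = 0.108), and Isg15, an interferon-induced ubiquitin-like modifier, 2.22 (adjusted p = 0.141). Iigp1, an interferon-induced GTPase, had 68.2 ± 30.1 CPM in CReCOM macrophages and 0.193 in WT macrophages, where the floor is 0.508 to 0.717. Dendritic cell markers, which express MHC class II, were also higher (8 tested, median 1.78, adjusted p = 0.0168 from camera, and 0.0896 with an estimated correlation). That call was lost without WT replicate 2 (adjusted p = 0.109) or CReCOM replicate 4 (0.0755), and the macrophage gate requires CD64, which by the paper's account dendritic cells lack. From such genes the paper proposes that infiltrating CReCOM macrophages may present more antigen, activate more complement and respond more to interferon in their surroundings.

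**Figure D1:**
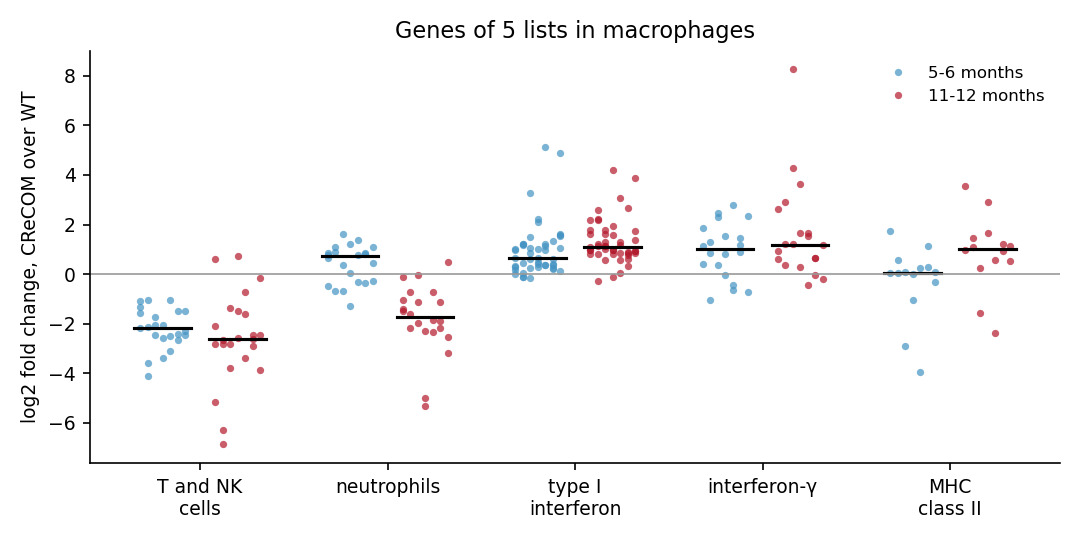
Log2 fold change (CReCOM over WT) of each tested member of 5 gene lists in macrophages at 5–6 months (blue) and 11–12 months (red), with the median of each list as a black bar (n = 3 libraries per group). At 11–12 months the median is −2.60 for T and NK cell markers and 1.11 for type I interferon response genes. Fitted values of genes at 0 counts depend on the prior count.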

We next evaluated transcriptional pathways altered in CReCOM microglia. The most differentially expressed genes between WT and CReCOM microglia were determined (Figure 4D). Microglia were depleted for 46 genes (*Cd164, Sgk1, Il1a, Maf* , *Marcks*) related to *positive regulation of cell migration, positive regulation of cell motility, cell-cell adhesion, complement component C3b binding, regulation of neurogenesis, regulation of angiogenesis*, and *amyloid beta binding* processes in CReCOM compared to WT mice (Figure 4E). On the other hand, microglia were enriched for 74 genes (*Klf4, Jund, Cd63, Sumo3, Atf4*) associated with *cellular response to metal ion, positive regulation of macrophage activation, positive regulation of cellular protein metabolic process, tau protein binding, nitric oxide mediated signal transduction, steroid catabolic process*, and *negative regulation of neuron death* processes in CReCOM compared to WT mice (Figure 4E). This expression profile is consistent with a metabolically active microglia phenotype in CReCOM mice.

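Cst3 and Cd164, genes of resting microglia, fell in microglia of 11–12-month-old CReCOM mice. Cst3 had 7374 ± 1723 CPM in CReCOM and 14015 ± 2241 in WT microglia (SD, n = 4 each), a log2 fold change of −0.91 (standard error 0.15, adjusted p = 0.00747). Cd164 (ENSMUSG00000019818), a sialomucin of cell adhesion and migration, lies on chromosome 10 of GRCm38 from 41519414 to 41531048 and was 2.26-fold lower in mean CPM (345 ± 106 against 779 ± 221 CPM, adjusted p = 0.052). Sgk1, a kinase induced by glucocorticoids, changed by −0.96 (standard error 0.23, adjusted p = 0.074). Rnase4, a secreted ribonuclease, Gna12, a G protein subunit, and Cebpd, a transcription factor of acute responses, changed by −1.03 (adjusted p = 0.074), −1.74 (adjusted p = 0.0414) and −1.69 (adjusted p = 0.052) on the log2 scale. H2-Aa, an MHC class II chain, was 2.6-fold lower in mean CPM, with 111 ± 24.6 against 289.6 ± 86.9 CPM (adjusted p = 0.0687). Plat, tissue plasminogen activator, had 0.0492 CPM in CReCOM microglia, where 3 counts are 0.556 to 0.669, and 32.8 ± 19.3 in WT microglia. Of the other genes the paper names, Marcks, a substrate of protein kinase C that binds actin, had a log2 fold change of −0.65 (adjusted p = 0.105), Maf, a transcription factor, −0.65 (adjusted p = 0.148), and Il1a, the interleukin-1α gene, −0.82 (adjusted p = 0.221). Of 40 homeostatic microglia genes, 3 fell over all genes, and 8 were lower and 1 higher when adjusted over the list alone (median 0.00, adjusted p = 0.192 from camera). Chemotaxis and migration genes, with the negative members S1pr1, P2ry12 and Gpr183 (23 negative of 33), moved down (median −0.30, adjusted p = 0.00158 from camera, and 0.111 with an estimated correlation). Of them 0 passed over all genes, and 2 were higher and 8 lower when adjusted over the list alone. Markers of macrophages at the brain's borders moved in the same direction (9 of 11 negative, median −0.65, adjusted p = 0.0248 from camera, and 0.108 with an estimated correlation), as did those of choroid plexus (9 tested, median −1.92, adjusted p = 1.58e-04 from camera, and 0.174 with an estimated correlation). The border macrophage call was lost without WT replicate 5 (adjusted p = 0.143) or CReCOM replicate 4 (0.0603). The border list includes Maf, which is also a homeostatic microglia gene and held most of the list's CPM in microglia. In all, 12 of 8462 genes were lower at an adjusted p under 0.1, and 377 at an unadjusted p under 0.05 with a fold over 1.5. DESeq2 called 77 genes lower, with no adjusted p for 6234 of the 8462 genes. Fitted on these 2 groups alone, edgeR called 0 genes, and DESeq2 43 lower. Without CReCOM replicate 1 edgeR called 191 genes lower, and without WT replicate 2, 3 or 5 or CReCOM replicate 3 or 5 it called 1 to 4. Cst3 held its call when any single library was left out, whereas Cd164, Sgk1, H2-Aa, Rnase4 and Cebpd lost theirs without WT replicate 2, 3 or 5 or CReCOM replicate 3, all but Cd164 also without CReCOM replicate 5, Sgk1, H2-Aa and Rnase4 without CReCOM replicate 4 and Sgk1 without WT replicate 1, and Gna12 lost its call without WT replicate 2 or 5 or CReCOM replicate 3 or 5 (adjusted p up to 0.29).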

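Stress response genes and the class I gene H2-K1 rose in microglia of 11–12-month-old CReCOM mice. Hmox1 (ENSMUSG00000005413), heme oxygenase, lies on chromosome 8 of GRCm38 from 75093621 to 75100589 and was 3.06-fold higher in mean CPM, with 941 ± 504 CPM in CReCOM and 308 ± 53.1 in WT microglia (SD, n = 4 each), a log2 fold change of 1.64 (standard error 0.28, adjusted p = 0.00747). The chaperone genes Hspa8, Dnajb1 and Hsp90ab1 changed by 1.12 (adjusted p = 0.0414), 1.1 (adjusted p = 0.052) and 0.79 (adjusted p = 0.0414) on the log2 scale. Fth1, the iron store ferritin, changed by 0.67 (adjusted p = 0.0687) and H2-K1 by 0.68 (adjusted p = 0.0414). Arf5, a GTPase of vesicle transport, and Cd82, a tetraspanin, changed by 1.42 (adjusted p = 0.0835) and 0.98 (adjusted p = 0.0677). The genes the paper names did not pass over all genes. Klf4, a transcription factor, had a log2 fold change of 0.67 (adjusted p = 0.149), Jund, an AP-1 subunit, 0.67 (adjusted p = 0.135), Cd63, a lysosomal tetraspanin, 0.63 (adjusted p = 0.125), Sumo3, a ubiquitin-like modifier, 0.96 (adjusted p = 0.207), and Atf4, a transcription factor of stress, 0.81 (adjusted p = 0.172). Each of the 12 genes that were higher separated the 4 CReCOM from the 4 WT libraries, and 275 genes were higher at an unadjusted p under 0.05 with a fold over 1.5. Hmox1 held its call when any single library was left out. H2-K1 missed the threshold without WT replicate 2 or 5 (adjusted p up to 0.19), and Hspa8 without WT replicate 2, WT replicate 3 or CReCOM replicate 3 (up to 0.22). Hsp90ab1, Dnajb1, Fth1, Cd82 and Arf5 missed it without WT replicate 2 or 5 or CReCOM replicate 3 (up to 0.25), all but Dnajb1 also without WT replicate 3, all but Hsp90ab1 without WT replicate 1, Cd82 and Arf5 without CReCOM replicate 5, and Fth1 without CReCOM replicate 4. DESeq2 called 91 genes higher. With edgeR the number was 1 to 8 without any WT replicate or CReCOM replicate 3 or 5, and 89 without CReCOM replicate 1.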

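Heat shock and chaperone genes were higher in CReCOM microglia at 11–12 months (16 of 26 positive, median 0.23, adjusted p = 0.0010 from camera, and 0.141 with an estimated correlation), with 3 past the threshold over all genes and 7 when adjusted over the list alone. Genes of cytosolic ribosomal proteins, which build the translation machinery, were positive in 41 of 63 (median 0.41, adjusted p = 2.75e-04 from camera, and 0.111 with an estimated correlation). Rplp1 passed over all genes, and 13 were higher and 1 lower when adjusted over the list alone. Oxidative stress and metal response genes were positive in 12 of 19 (median 0.30, adjusted p = 0.0347 from camera, and 0.111 with an estimated correlation). Hmox1 and Fth1 passed over all genes, and Mt1, a metallothionein that binds zinc, had a log2 fold change of 0.76 (adjusted p = 0.125). When adjusted over the list alone, 3 were higher and 1 lower. Genes of energy metabolism did not pass. Of 17 glycolysis genes, 10 were positive (median 0.29, adjusted p = 0.113 from camera) and 0 were called over all genes. Of 70 oxidative phosphorylation genes, 39 were positive (median 0.13, adjusted p = 0.939 from camera). The heat shock call was lost without CReCOM replicate 3 (adjusted p = 0.0715), and the oxidative stress call without WT replicate 5 (0.108), CReCOM replicate 1 (0.078), CReCOM replicate 3 (0.0715) or CReCOM replicate 4 (0.0562). From its expression profile the paper proposes that microglia of CReCOM mice are metabolically active.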

We then evaluated the pattern of expression of microglia-associated differentially expressed genes in brain-infiltrating macrophages to determine whether a “SLE signature” is present in these populations of CReCOM mice (Figure 4E). We did not observe a similar pattern of expression of microglia-associated differential genes (Figure 4E), suggesting that brain-infiltrating macrophages and microglia of CReCOM mice do not share a common signature. 

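Genes called in microglia and in macrophages at 11–12 months did not overlap, and for some genes the genotype difference itself differed between the cell types. C1qa had a log2 fold change of 0.53 in microglia and 3.10 in macrophages, a difference of −2.58 (standard error 0.37, adjusted p = 4.32e-04 from edgeR's interaction test). H2-Aa had −1.37 in microglia and 1.23 in macrophages (difference −2.61, standard error 0.44, adjusted p = 0.00527), and Cst3 had −0.91 and 0.55 (difference −1.47, standard error 0.26, adjusted p = 0.00533). P2ry12 had −0.69 and 3.51 (adjusted p of the difference = 0.0476), and Id3, a transcription regulator, had −1.37 and 2.88 (0.0418). C1qa, Cst3 and P2ry12 are on the homeostatic microglia list, which rose in CReCOM macrophages (median 0.52, adjusted p = 2.46e-04 from camera, and 0.189 with an estimated correlation). Microglial RNA carried into the macrophage gate therefore stays open as a source of the differences of C1qa and P2ry12. The calls of C1qa, H2-Aa and Cst3 held when any single library was left out. The Id3 call was lost without microglia WT replicate 3 (adjusted p = 0.13) and with only the groups of 11–12 months (0.158). The P2ry12 call was lost without microglia WT replicate 2 or 3, microglia CReCOM replicate 5 or macrophage CReCOM replicate 4 (adjusted p up to 0.12). In all, 16 of 5675 genes tested in both cell types differed at an adjusted p under 0.1, and 468 at an unadjusted p under 0.05 with a fold over 1.5. That count was 6 without microglia WT replicate 3, 8 without WT replicate 2 and 68 without CReCOM replicate 1. It was 49 without macrophage WT replicate 4, and 27 and 31 without CReCOM replicates 1 and 3. Across the 5675 genes, the log2 fold changes of the cell types had a Pearson correlation of 0.053 and a Spearman correlation of −0.007, where genes are not independent replicates. The Pearson value was 0.005, 0.031 and 0.104 without macrophage WT replicate 4, 2 or 7, and 0.021 with no mouse in both cell types. The value of 0.021 rests on 1 CReCOM microglia library, so it says little about the shared mice. Of 23 genes called in microglia and tested in macrophages, 14 had the same sign in macrophages and 0 were called there by edgeR. At an unadjusted p under 0.05 with a fold over 1.5, 22 genes were higher in both cell types, against 7.21 expected if the lists were independent (Fisher's exact test, p = 2.30e-06), and 13 were lower in both, against 8.57 expected (p = 0.15). A further 21 moved in opposite directions. Genes are not independent and 4 mice gave both cell types, so these p-values overstate the evidence, and the overlap was not counted without those mice. From a comparison of expression patterns, the paper proposes that the cell types share no common signature.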

Since prior work suggested an IFN signature was present in microglia from the 564Igi NP-SLE model (11), we examined expression of IFN response genes upregulated in 564Igi microglia in both CReCOM microglia and macrophages. CReCOM microglia did not show increased expression of IFN response genes, unlike 564Igi microglia (Supplemental Figures 7B,C). However, CReCOM macrophages were not only enriched for genes associated with *response to interferon-gamma* (*H2-Ab1, H2-Aa, Bst2, Tlr4, Gbp2, H2-Eb1*) and *positive regulation of interferon-beta biosynthetic process* (*Tlr4, Tlr7*) processes (Figures 4B,C), but also showed increased expression of IFN response genes observed in 564Igi microglia (Supplemental Figure 7B). Breakdown of these IFN response genes indicated that only 25% were increased in CReCOM microglia (75% were either not expressed, not different from WT, or decreased compared to WT), while 75% of genes were elevated in CReCOM macrophages (Supplemental Figure 7C). These data suggest that infiltrating macrophages and microglia possess distinct functions in NP-SLE-like disease.

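Of 38 type I interferon response genes measured in microglia at 11–12 months, 27 had a positive log2 fold change in CReCOM mice (median 0.75, adjusted p = 1.58e-04 from camera, and 0.0777 with an estimated correlation). Lgals3bp, which encodes a secreted galectin-3 binding protein, was the member that passed the threshold over all genes, and 5 members passed when adjusted over the list alone. Lgals3bp is also one of the paper's NP-SLE signature genes, which the study chose in part on these microglia. The list is therefore not fully independent evidence. Eif2ak2, a kinase activated by double-stranded RNA, had a log2 fold change of 1.59 (standard error 0.49, adjusted p = 0.221), Lgals9, galectin-9, 0.86 (adjusted p = 0.233), and Bst2 0.62 (adjusted p = 0.285). Isg15, which interferon induces in many cells, had a log2 fold change of −0.00 (standard error 0.76). Of 19 interferon-γ response genes, 0 passed over all genes with edgeR (median 0.44, adjusted p = 0.0509 from camera). That list passed with library sizes alone (adjusted p = 0.0488), with edgeR's own filter (0.034), with fry (0.0174), and without WT replicate 5 (0.0399) or CReCOM replicate 3 (0.0486). The type I list passed camera without each library in turn. The interferon genes that the paper took from microglia of another model are not used here.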

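The class II genes H2-Ab1 and H2-Aa, which present peptides to CD4 T cells, had log2 fold changes of 1.13 (standard error 0.29, adjusted p = 0.174) and 1.23 (standard error 0.28, adjusted p = 0.108) in CReCOM macrophages at 11–12 months, short of the threshold. H2-Aa stood at 3728 ± 298 CPM in CReCOM and 1562 ± 440.2 in WT macrophages (SD, n = 3 each). H2-Eb1 rose from 1848 ± 811 CPM in WT to 5975 ± 824 in CReCOM macrophages, and Gbp2, on chromosome 3 of GRCm38 from 142620602 to 142638008, separated the groups fully. Bst2 stood at 300.2 ± 15.2 CPM in CReCOM and 94.3 ± 26.5 in WT macrophages, and Tlr7 at 84.2 ± 16.9 and 27.1 ± 2.31. Psmb8, a subunit of the immunoproteasome, had a log2 fold change of 1.23 (adjusted p = 0.187), and Ifi204, a sensor of DNA, 1.29 (adjusted p = 0.238). As sums of CPM, the type I interferon list rose from 6938 ± 1133 in WT to 12266 ± 116 in CReCOM macrophages (SD, n = 3 each), and the interferon-γ list from 2849 ± 24.1 to 4789 ± 168. Both lists passed camera and fry, with the preset and with an estimated correlation, and without each library in turn.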

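As sums of CPM, the type I interferon list stood at 1612 ± 225 in WT and 2555 ± 206 in CReCOM microglia (SD, n = 4 each), with no overlap between the groups. The share of members with a positive log2 fold change and a fold over 1.5 was 63.2% of 38 in microglia and 89.1% of 46 in macrophages, here over a fixed list of type I response genes. Tested directly, no difference of the genotype effect between the cell types was detected for this list at 11–12 months (median difference of microglia minus macrophages −0.30, adjusted p = 0.166 from camera on the interaction). For the interferon-γ list, the median difference was −0.12 (adjusted p = 0.206).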

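The genotype difference of homeostatic microglia genes differed between microglia and macrophages at 11–12 months (median difference of microglia minus macrophages −0.71, adjusted p = 1.09e-05 from camera on the interaction, and 0.067 with an estimated correlation). MHC class II presentation genes differed in the same direction, by −0.85 (adjusted p = 5.09e-04, and 0.067 with an estimated correlation). In microglia this list had a median log2 fold change of 0.02 over 12 genes (adjusted p = 0.936), with H2-Aa lower. H2-Ab1 differed in the interaction test of single genes, with −1.05 in microglia and 1.13 in macrophages (difference −2.20, standard error 0.53, adjusted p = 0.0937). That call was lost without microglia WT replicate 1, 2, 3 or 5, microglia CReCOM replicate 4, macrophage WT replicate 2 or 4 or macrophage CReCOM replicate 1 (adjusted p up to 0.19), and with only the groups of 11–12 months (0.343). Heat shock genes differed upward, by 0.46 (adjusted p = 0.0423, and 0.334 with an estimated correlation). Among the lists past camera, choroid plexus (−5.14), astrocyte (2.08) and dendritic cell markers (−1.44) and Marcks, P2ry12 and Maf (−1.43) differed more by size. With an estimated correlation only Marcks, P2ry12 and Maf passed, a list that the study chose in part on these microglia. From its data on both cell types the paper proposes that infiltrating macrophages and microglia have distinct functions in NP-SLE-like disease.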

### Increased Activation of CReCOM Microglia

Previous studies show histological evidence of microglial activation in NP-SLE models via CD68 staining (7–9). Further, microglia from 564Igi mice showed increased IFNAR-dependent internalization of a synaptic vesicle protein, suggesting enhanced engulfment of synaptic material (11). To determine whether microglia of CReCOM mice exhibit functional defects, we examined their activation status and internalization of synaptic material via flow cytometric analysis. Activated CD68^+^ microglia were increased in CReCOM compared to WT mice (Supplemental Figures 8A,B). Further, CReCOM microglia showed elevated uptake of synaptic material, via intracellular staining of synaptic vesicle protein SV2A, compared to WT microglia (Supplemental Figures 8C,D). Thus, intrinsically defective CReCOM microglia may be more functionally active than WT microglia due to IFN-independent mechanisms.

### A Shared Microglia-Specific Transcriptional Signature in CReCOM and B6.*Sle1Sle3* Mice

We recently published that the SLE-prone B6.*Sle1Sle3* strain also functions as a NP-SLE model (17). Further, we showed that microglia from these mice present an altered transcriptional profile (17). To determine whether a shared disease signature exists between CReCOM and B6.*Sle1Sle3* microglia, we compared differentially expressed genes between CReCOM and WT microglia with those between B6.*Sle1Sle3* and B6 microglia. 

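At an unadjusted p under 0.05 and a fold over 1.5, the threshold the paper states for this comparison, 275 genes were higher and 377 were lower in CReCOM than in WT microglia at 11–12 months, with edgeR over 8462 genes (n = 4 mice each). Among the higher genes, Furin, a protease that matures secreted proteins, had 158 ± 44.4 CPM in CReCOM and 59.2 ± 8.95 in WT microglia (SD), a log2 fold change of 1.44 (standard error 0.40, adjusted p = 0.153). Vcam1, an adhesion molecule for leukocytes, had 124 ± 12.1 and 48.3 ± 19.9 CPM, a log2 fold change of 1.36 (standard error 0.39, adjusted p = 0.158). Neither gene passed after adjustment over all genes. Without adjustment for the number of genes tested, a share of the unchanged genes passes this threshold by chance. The microglia of B6.Sle1Sle3 mice are not analysed here.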

Of the genes upregulated in CReCOM (256) and B6.*Sle1Sle3* (214) microglia compared their respective controls, a significant number were shared (Figures 5A,B). This “NP-SLE signature” was enriched for genes involved in *regulation of LDL particle receptor catabolic process, negative regulation of lipid metabolic process, scavenger receptor activity, negative regulation of inflammatory response, cell chemotaxis, negative regulation of leukocyte migration*, and *negative regulation of defense response* processes (Figure 5C). Together, these data suggest that microglia may not be adequately functioning to suppress inflammation in the brain and that a common “NP-SLE signature” may be penetrant in microglia across multiple NP-SLE models.

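The 16 genes the paper's text names for this signature, which the study chose in part on these microglia and which are therefore not independent evidence, all had a positive log2 fold change in CReCOM microglia at 11–12 months (median 1.45). Over all genes Lgals3bp passed, and 14 passed when adjusted over the list alone (adjusted p of the list = 9.83e-16 from camera). Their CPM summed to 3064 ± 402 in CReCOM and 1298 ± 143 in WT microglia (SD, n = 4 each). Lgals3bp (ENSMUSG00000033880), on chromosome 11 of GRCm38 from 118392751 to 118402092, was 2.54-fold higher in mean CPM (log2 fold change 1.36 (standard error 0.27, adjusted p = 0.0414)). Scavenger receptor and phagocytosis genes, a list fixed without these samples, share members with the signature, Lgals3bp and Axl among them. They were positive in 20 of 29 (median 0.24, adjusted p = 0.0164 from camera, and 0.111 with an estimated correlation). Of the 29, 1 was called over all genes, and 4 were higher and 1 lower when adjusted over the list alone. Lipid and cholesterol metabolism genes, 29 tested, did not pass (median 0.26, adjusted p = 0.127 from camera).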

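Inflammatory cytokine and NF-κB genes were negative in 19 of 29 members in CReCOM microglia at 11–12 months (median −0.38, adjusted p = 0.0212 from camera, and 0.301 with an estimated correlation). Of these, 0 passed over all genes with edgeR, and 1 was higher and 6 were lower when adjusted over the list alone. Cd14 had a log2 fold change of −1.03 (standard error 0.29, adjusted p = 0.154), Ccl2, a chemokine that draws monocytes, −1.51 (adjusted p = 0.242), and Tlr4 −1.54 (adjusted p = 0.393). The list's call was lost without WT replicate 3 (adjusted p = 0.125), WT replicate 5 (0.104), CReCOM replicate 1 (0.0611) or CReCOM replicate 3 (0.078). Among markers of other myeloid cells, those of border macrophages and monocytes had negative medians in the same libraries. Neutrophil (median 0.54 over 4 genes) and dendritic cell markers (0.11 over 6 genes) had positive ones. Those of border macrophages had a median of −0.65 (adjusted p = 0.0248 from camera, and 0.108 with an estimated correlation). That call was lost without WT replicate 5 (0.143) or CReCOM replicate 4 (0.0603). The border list includes Maf, which is also a homeostatic microglia gene and held most of the list's CPM in microglia. Monocyte markers had a median of −1.23 over 4 genes and did not pass (adjusted p = 0.127 from camera). From the genes shared with B6.Sle1Sle3 microglia, the paper proposes that microglia may not suppress inflammation in the brain adequately and that a common signature may be present across models.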

**Figure 5:**
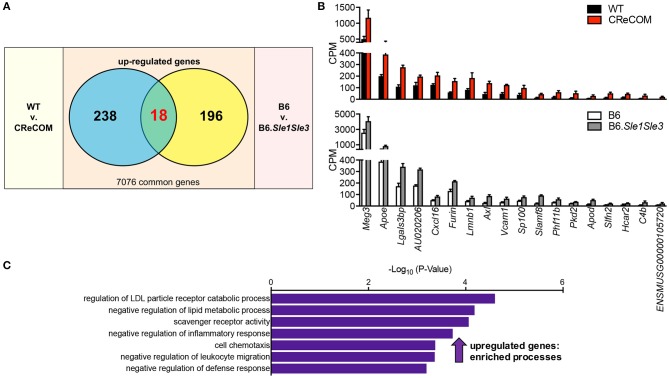
Evidence of a common “NP-SLE signature” in microglia. FACS-purified microglia of 11-12-month-old female WT (*n* = 4), and CReCOM (*n* = 4) mice were analyzed by RNA-seq and compared to data from 8-10-month-old female B6 and B6.*Sle1Sle3* mice (17). **(A)** A significant overlap exists between upregulated genes (DESeq2, *p* < 0.05, fold change>1.5) in CReCOM (256) and B6.*Sle1Sle3* (214) microglia (*p* < 2.54 × 10^−4^, hypergeometric distribution). **(B)** Expression values (counts per million=CPM) for shared genes. **(C)** GO processes associated with shared genes.

### Expression of DAM-Associated Genes in CReCOM and B6.*Sle1Sle3* Microglia

DAM were recently identified in mouse models of neurodegenerative diseases, including Alzheimer's disease (AD), amyotrophic lateral sclerosis (ALS), and multiple sclerosis (MS) and verified in human disease (18). We compared the DAM profile to microglia profiles of CReCOM and B6.*Sle1Sle3* mice. We identified significant overlap between upregulated and downregulated genes of CReCOM and B6.*Sle1Sle3* mice with DAM counterparts (29) (Figure 6A). 

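Disease-associated microglia (DAM) genes, a list of 33 tested genes fixed without these samples, were higher in CReCOM microglia at 11–12 months in 22 members (median log2 fold change 0.27, mean 0.06, adjusted p = 0.00103 from camera). The 2 members past the threshold over all genes were Lgals3bp and Fth1, and 7 were higher and 1 lower when adjusted over the list alone. Cd63 and Apoe followed, with Apoe carrying lipids between cells. Lgals3bp, Fth1 and Apoe are also named for the paper's DAM signature, which the study chose in part on these microglia. The list is therefore not fully independent evidence. The summed CPM of the list was 18739.9 ± 227 in CReCOM and 15109 ± 816 in WT microglia (SD, n = 4 each), with no overlap. The call held with an estimated correlation, with fry and without each library in turn. The single-cell counts of DAM that the paper used are not analysed here.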

We examined CPM levels of all DAM-associated genes found to be differentially expressed in microglia of either CReCOM or B6.*Sle1Sle3* mice compared to their respective controls, termed “DAM signature”. We found similar trends in expression of CReCOM-specific DAM genes (*Marcks, P2ry12, Maf* , *Rplp1, Fth1*) in B6.*Sle1Sle3* microglia and of B6.*Sle1Sle3*-specific DAM genes (*Lyz2, Clec7a*) in CReCOM microglia (Figure 6B). 

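P2ry12, a receptor that falls in DAM, had 1169.6 ± 277 CPM in CReCOM and 1906 ± 225 in WT microglia at 11–12 months (SD, n = 4 each), a log2 fold change of −0.69 (standard error 0.18, adjusted p = 0.117). Marcks had 1347 ± 186 and 2132 ± 317 CPM, and Maf 628 ± 150.3 and 994 ± 113. None of these 3 genes passed over all genes with edgeR, and 3 passed when adjusted over the list alone (median −0.65, adjusted p = 0.00103 from camera, and 0.0919 with an estimated correlation). Rplp1, a ribosomal stalk protein, rose from 1045 ± 81.5 to 1913 ± 734 CPM (log2 fold change 0.90 (standard error 0.20, adjusted p = 0.0658)), and Fth1 from 1254 ± 60.4 to 1972 ± 323 CPM. Both calls were lost without WT replicate 1, 2, 3 or 5 or CReCOM replicate 3 (adjusted p up to 0.24), that of Rplp1 also without CReCOM replicate 5 (0.28) and that of Fth1 without CReCOM replicate 4 (0.17). Lyz2 had a log2 fold change of 0.28 (standard error 0.22, adjusted p = 0.878) and Clec7a, the β-glucan receptor gene, 1.26 (standard error 0.90, adjusted p = 0.837). Of the genes the text names for the DAM signature, 7 are grouped here as higher. Of these, 3 passed over all genes and 5 when adjusted over the list alone (median 0.97, adjusted p = 7.68e-09 from camera). For this signature the text states a direction only for Apoe, Axl and Lgals3bp, so the other genes were sorted into higher and lower here. Genes called named as higher or lower in DAM are these groups. The study chose these lists in part on these samples, so they are not independent evidence.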

The “DAM signature” was depleted for genes related to *sensory system development, cytosolic calcium signaling involved in initiation of cell movement in glial-mediated radial cell migration, calcium-mediated signaling using extracellular calcium source, positive regulation of integrin activation by cell surface receptor linked signal transduction, visual system development, ADP receptor activity*, and *G protein-coupled adenosine receptor activity* processes (Figure 6C). The “DAM signature” was enriched for genes associated with *very-low-density lipoprotein particle remodeling, negative regulation of microglial cell activation, negative regulation of neuroinflammatory response, positive regulation of endocytosis, negative regulation of defense response, negative regulation of neuron death*, and *positive regulation of dendritic spine development* processes (Figure 6C). Further, we found significant overlap of three genes (*Apoe, Axl, Lgals3bp*) in “NP-SLE” and “DAM” signatures (Figure 6D). 

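Apoe (ENSMUSG00000002985), the lipid carrier apolipoprotein E, lies on chromosome 7 of GRCm38 from 19696109 to 19699188 and had 387 ± 101 CPM in CReCOM and 200.3 ± 25.7 in WT microglia at 11–12 months (SD, n = 4 each). Its log2 fold change was 0.97 (standard error 0.26, adjusted p = 0.135). Axl (ENSMUSG00000002602), a receptor kinase that recognizes dying cells, lies on chromosome 7 of GRCm38 from 25757273 to 25788705 and had 139.9 ± 31.3 and 45.4 ± 28.3 CPM, a log2 fold change of 1.63 (standard error 0.51, adjusted p = 0.227). Lgals3bp had 277 ± 34.7 and 109 ± 31.7 CPM, and was the only one of these 3 genes past the threshold over all genes with edgeR, a call lost without WT replicate 2 or 5 (adjusted p = 0.19 and 0.16). In macrophages of the same age, Apoe had a log2 fold change of −0.16 (adjusted p = 0.961), and Lgals3bp of 0.99 (adjusted p = 0.503). The overlap of the signatures involves lists from other data, which are not analysed here.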

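In macrophages at 11–12 months, the DAM list fixed without these samples did not pass (33 genes, median log2 fold change 0.29, adjusted p = 0.158 from camera), nor did the 7 genes named as higher in the DAM signature, such as Fth1 and Rplp1 (median 0.35, adjusted p = 0.192). Those 7 genes passed without WT replicate 7 (adjusted p = 0.0356). The 3 genes named as lower in DAM, Marcks, P2ry12 and Maf, were positive in CReCOM macrophages (median 0.78, adjusted p = 0.0179 from camera, and 0.0918 with an estimated correlation). That call was lost without WT replicate 2, CReCOM replicate 1 or CReCOM replicate 3 (adjusted p up to 0.076). P2ry12 and Maf are also on the homeostatic microglia list, which rose in the same macrophages (median 0.52, adjusted p = 2.46e-04 from camera, and 0.189 with an estimated correlation). P2ry12 stood at 3.63% of its microglial level in CReCOM and 0.195% in WT macrophages. Of the 33 genes, edgeR called B2m higher and 0 lower over all genes, and 2 were higher and 2 lower when adjusted over the list alone. Of the 10 genes of both signature lists it called 0 over all genes, with 3 higher and 1 lower at an unadjusted p under 0.05 and a fold over 1.5, and the same numbers when adjusted over each list alone.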

There was no overlap between the “DAM signature” and the CReCOM macrophage profile (Figure 6A). These data suggest that microglia in NP-SLE-like disease may be enriched for DAM.

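The genotype difference of the genes named as higher in the DAM signature was larger in microglia than in macrophages at 11–12 months (median difference 0.60, adjusted p = 0.0204 from camera on the interaction, and 0.104 with an estimated correlation). Marcks, P2ry12 and Maf differed the other way, by −1.43 (adjusted p = 4.38e-05, and 0.00419 with an estimated correlation). The study chose the genes of both lists in part on these microglia, so their difference is partly built in. No such difference was detected for the DAM list fixed without these samples (median difference 0.21, adjusted p = 0.17). P2ry12 and Maf are homeostatic microglia genes, a list with a median of 0.52 in CReCOM macrophages (adjusted p = 2.46e-04 from camera, and 0.189 with an estimated correlation). In those macrophages P2ry12 stood at 3.63% of its microglial level, against 0.195% in WT macrophages. From the overlap with DAM genes the paper proposes that microglia in NP-SLE-like disease may be enriched for DAM.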

**Figure 6:**
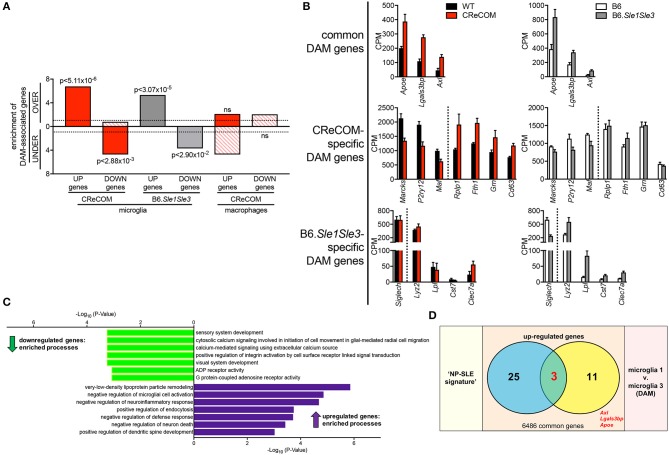
Expression of DAM-associated genes in NP-SLE microglia. FACS-purified microglia of 11-12-month-old female WT (*n* = 4), and CReCOM (*n* = 4) mice were analyzed by RNA-seq and compared to data from 8-10-month-old female B6 and B6.*Sle1Sle3* mice (17). Differential genes (DESeq2, *p* < 0.05, fold change>1.5) in CReCOM (581) and B6.*Sle1Sle3* (472) microglia compared to their respective controls were determined. Differential genes (fold change in average UMI count>1.5) between Microglia3 (DAM) and Microglia1 populations (48) were determined (29). **(A)** Enrichment of significantly upregulated (UP) and downregulated (DOWN) genes in microglia or macrophages from NP-SLE models in the over-(OVER) or under-(UNDER)-expressed genes in DAMs. Enrichment=ratio of the observed number of genes that overlap DAM-associated genes divided by the expected number. Dotted line at enrichment value of “1” denotes observed number equals expected number of overlapping genes due to chance. *P*-values reflect hypergeometric distribution. **(B)** Expression values (CPM) for shared genes in microglia from NP-SLE-like disease models and DAM, termed “DAM signature.” **(C)** GO processes associated with 15-gene “DAM signature.” **(D)** Overlapping genes between upregulated genes in “NP-SLE” and “DAM” signatures (*p* < 2.70 × 10^−7^, hypergeometric distribution).

### Expression of the “NP-SLE Signature” Correlates With Behavioral Deficits in CReCOM Mice

Our data suggest that microglia from 8–12-month-old mice exhibiting NP-SLE-like disease share a “NP-SLE signature” and are enriched for DAM-associated genes. Thus, we determined whether expression of these signatures correlates with behavioral deficits in CReCOM mice. We generated a behavior score and gene expression scores for “NP-SLE” and “DAM” signatures for each mouse from both 3–4-month-old (corresponding to 5–6-month-old RNA-seq data) and 9–10-month-old (corresponding to 11–12-month-old RNA-seq data) cohorts. 

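The NP-SLE score, summed over the 16 genes that the text names, each scaled from 0 to 1 within a cohort, was 10.7 ± 0.917 in CReCOM and 2.18 ± 0.454 in WT microglia at 11–12 months (SD, n = 4 each). At 5–6 months it was 9.37 ± 2.53 in CReCOM and 3.84 ± 0.717 in WT microglia. The score of the 7 DAM genes named as higher, such as Apoe, Axl and Fth1, was 4.88 ± 0.924 in CReCOM and 1.25 ± 0.412 in WT microglia at 11–12 months and 3.84 ± 0.884 in CReCOM and 1.76 ± 0.064 in WT microglia at 5–6 months. The score of the DAM genes named as lower, Marcks, P2ry12 and Maf, was 0.621 ± 0.535 in CReCOM and 2.41 ± 0.557 in WT microglia at 11–12 months and 0.668 ± 0.545 in CReCOM and 1.97 ± 0.277 in WT microglia at 5–6 months. Each of these 6 comparisons gave p = 0.0286 in an exact permutation test over 70 arrangements (two-sided), the smallest p that 4 libraries against 4 allow. The genes of these scores were chosen by the study in part on the microglia of 11–12 months, so the scores of that age are not independent evidence. The behavior scores of the mice are not used here.

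**Figure D2:**
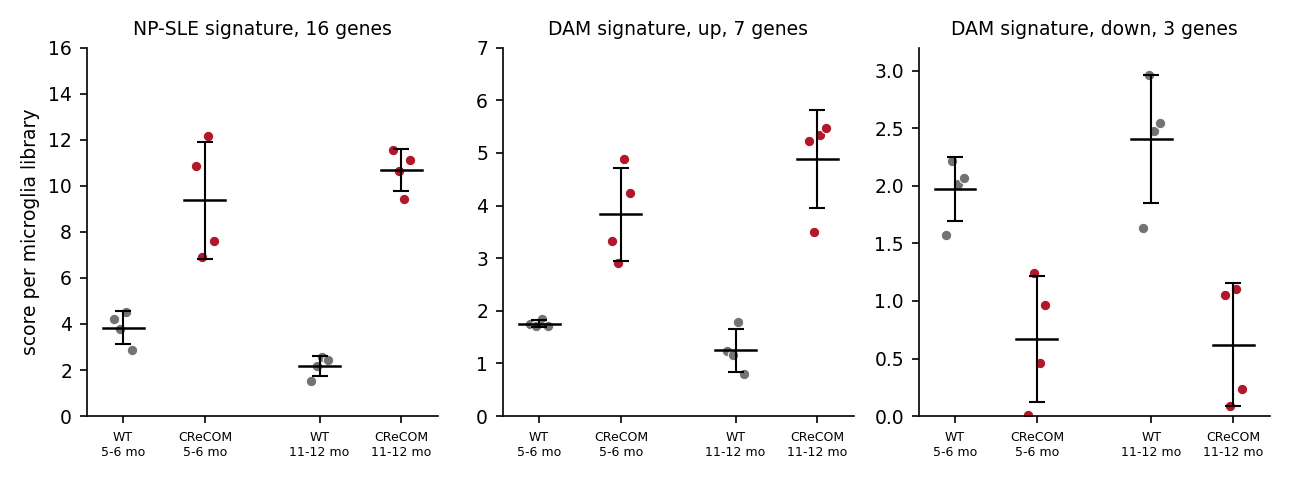
Signature scores of each microglia library (points), with the mean as a bar and the SD as an error bar, for WT (grey) and CReCOM (red) mice at each age (n = 4 libraries per group). The NP-SLE score of CReCOM microglia at 11–12 months lies between 9.42 and 11.5, above all WT libraries (1.54 to 2.57).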

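In microglia of 5–6-month-old mice, 15 of the 16 genes named for the NP-SLE signature had a positive log2 fold change in CReCOM mice (median 0.80, adjusted p = 2.12e-07 from camera). Of them 0 passed over all genes with edgeR and 5 when adjusted over the list alone. Axl had a log2 fold change of 1.46 (standard error 0.51, adjusted p = 0.71), Vcam1 1.35 (adjusted p = 0.442), Apoe 0.52 (adjusted p = 0.999) and Lgals3bp 0.66 (adjusted p = 0.963). Of the 7 genes named as higher in DAM, 6 were positive (median 0.52, adjusted p = 0.00666 from camera, and 0.0524 with an estimated correlation), with 3 when adjusted over the list alone. Lyz2 had 0.65 (adjusted p = 0.692), Fth1 0.06 (standard error 0.15) and Rplp1 0.17 (standard error 0.20). The genes named as lower, Marcks, P2ry12 and Maf, had −0.53, −0.40 and −0.67 (median −0.53, adjusted p = 9.22e-04 from camera, and 0.070 with an estimated correlation). The wider DAM list of 33 genes did not pass at this age (adjusted p = 0.786 from camera). Endothelial and pericyte markers moved in the same libraries, with 3053 ± 1523 CPM summed in CReCOM and 1253 ± 134 in WT microglia (SD, n = 4 each). Over all 8462 genes, edgeR called 0 at an adjusted p under 0.1 (smallest adjusted p = 0.131), while 189 were higher and 129 lower at an unadjusted p under 0.05 with a fold over 1.5. DESeq2 called 41 higher and 16 lower, and limma-trend 5 and 3. Leaving out WT replicate 7, CReCOM replicate 3 or CReCOM replicate 5 gave 1 call each.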

Microglia from the 3–4-month-old cohort showed a similar expression pattern of most genes associated with “NP-SLE” and “DAM” signatures (Supplemental Figure 9). A strong correlation was observed between behavior and the “NP-SLE signature” (Figure 7A), as well as both the downregulated and upregulated “DAM signature” gene expression scores (Figure 7B), in the 3–4-month-old cohort. No correlations were found between behavior and gene expression scores in the 9–10-month-old cohort (Figures 7A,B), most likely due to the fact that behavioral data from this cohort reflects deficits associated with aging in WT mice (19). These data suggest that “NP-SLE” and the “DAM” signatures observed in 8–12-month-old mice are predictive of behavioral deficit severity earlier in NP-SLE-like disease.

**Figure 7:**
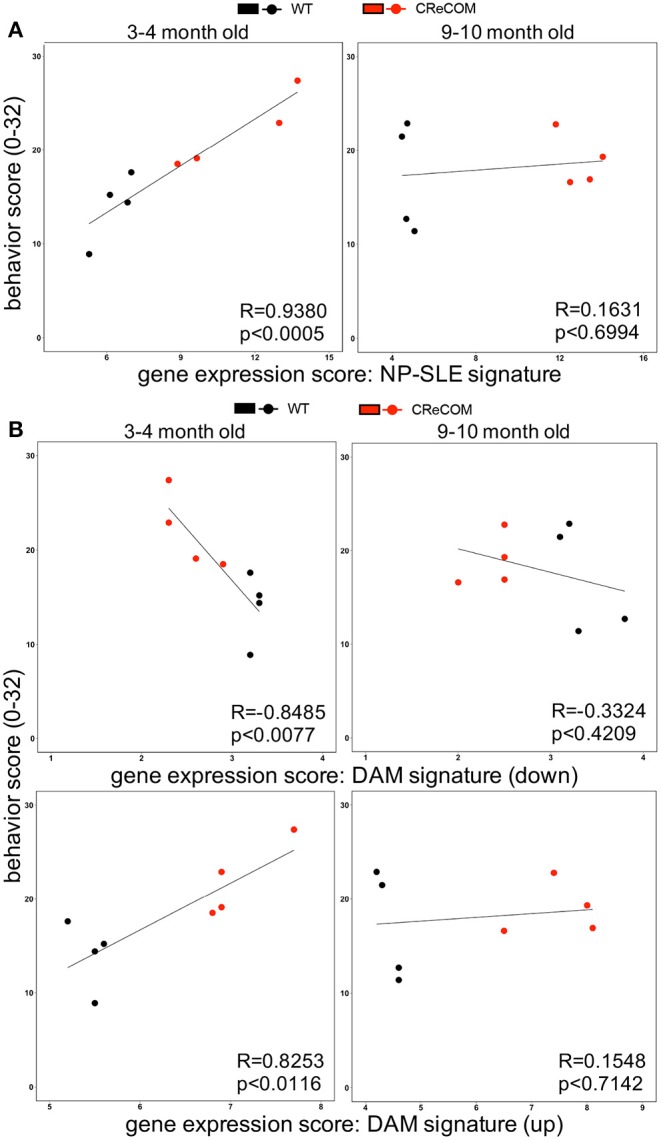
Expression of “NP-SLE” and “DAM” signatures correlates with behavioral deficits in young CReCOM mice. FACS-purified microglia of 5-6-month-old and 11-12-month-old female WT (*n* = 4) and CReCOM mice (*n* = 4) mice were analyzed by RNA-seq. Correlation coefficients (R) were determined between behavior (y-axis) and gene expression (x-axis) scores. Lines suggest pattern of correlation. Scatter plots depicting correlation between **(A)** “NP-SLE signature” or **(B)** downregulated and upregulated “DAM signature” gene expression scores and behavior scores.

## Discussion

Here, for the first time, we uncover a shared “NP-SLE signature” and enrichment of DAM-associated genes in microglia from multiple NP-SLE models. We find that NP-SLE-like disease in CReCOM mice mimics aspects of NP-SLE patient presentation, including behavioral deficits corresponding to hippocampal and cerebellar (30–32) defects that precede end-organ pathology, diminished white matter integrity, decreased vascular integrity and brain volume reduction, as well as lymphocytic and macrophage infiltration within the brain (1, 5, 16, 21–23, 25, 30–32). Moreover, this cellular infiltrate is diffuse within the brain parenchyma of CReCOM mice and not localized to the choroid plexus. Transcriptional profiling of brain-infiltrating macrophages and microglia of CReCOM mice shows distinct, non-overlapping signatures. CReCOM macrophages are enriched for genes associated with increased antigen presentation and complement activation, as well as an IFN signature. In contrast, CReCOM microglia do not exhibit an IFN signature and are enriched for genes indicating a more metabolically active phenotype. Comparison of transcriptional profiles between CReCOM and B6.*Sle1Sle3* microglia reveals a shared “NP-SLE signature,” and both CReCOM and B6.*Sle1Sle3* microglia are enriched for DAM-associated genes. More importantly, expression of genes linked to “NP-SLE” and “DAM” signatures correlates with clinical outcomes in CReCOM mice.

A recent study reveals that microglia exhibit enhanced synaptic pruning leading to synapse loss and development of NP-SLE-like disease using the B-cell transgenic 564Igi SLE model (11). This strain displays anxiety, cognitive defects, increased social aggression, abnormal social interaction, and enhanced PPI, and the authors suggest that microglia-dependent synapse loss mediates these neurological symptoms (11). Similarly, spatial memory impairment in DNRb+ mice is facilitated by microglial-mediated C1q-dependent neuronal damage (13). We also find that CReCOM microglia show increased uptake of synaptic material, implying excessive synaptic pruning by this population. As in the 564Igi (11) and DNRAb+ (13) models, CReCOM mice present increased CD68^+^ reactive microglia. Both the IFNα receptor 1 (IFNAR)-dependent systemic autoimmunity (33) and NP-SLE-like disease in the 564Igi model require peripheral cells to produce type I IFN, which cross the blood-brain-barrier to activate microglia, induce microglia-dependent synapse loss, and cause presentation of an IFN signature in microglia (11). Similar to patients with NP-SLE (5, 21–23), CReCOM mice display diffuse infiltration of T-cells and macrophages. However, in 564Igi mice, there are no brain-infiltrating immune cells, and follicular DCs but not plasmacytoid DCs produce type I IFN (34), both of which are inconsistent with human pathology (5, 21–23). The requirement for IFN-mediated synaptic pruning in 564Igi mice was confirmed using head-shielded IFNAR^−/−^ bone marrow chimeric mice (11). However, since all cells in the chimeric mice, including astrocytes, neurons, and microglia, lack IFNAR, a direct role for microglia cannot be ascertained. A recent study showed that type I IFN binds to neurons or astrocytes to activate microglia in a paracrine fashion (35). Further, previous studies suggest that type I IFN weakly pass through the blood-brain-barrier and may also be protective (36–38), which only complicates the role that type I IFN plays in NP-SLE. In contrast to these findings, microglia from CReCOM and B6.*Sle1Sle3* mice do not exhibit an IFN signature. *Ifnb* and several genes induced by IFN (*Isg15, Ifit1, Trim12a*) are actually downregulated by at least 2-fold in B6.*Sle1Sle3* microglia compared with B6 microglia (17). Rather, in CReCOM mice, it is the brain-infiltrating macrophages that exhibit an IFN signature. Thus, despite detection of circulating IFNα and IFNβ in CReCOM mice (14) and IFNα in B6.*Sle1Sle3* mice (39), these cytokines do not seem to induce an IFN signature in microglia of these models. While 50–80% of patients display an IFN signature (40), 20–50% do not. As it is unclear whether IFNAR signaling is increased in brains of SLE patients and/or linked to NP-SLE, perhaps circulating IFN may not affect microglia in all NP-SLE patients.

Infiltrating immune cells have recently emerged as an important component of the disease-associated microenvironment in the brain and may participate in neurodegenerative disease progression (41). Since monocyte-derived macrophages play role in SLE-like disease (42–44), we cannot rule out that brain-infiltrating macrophages may contribute to NP-SLE-like disease. CReCOM mice exhibit infiltration of macrophages into the brain parenchyma that do not show caspase-8 deletion. However, these macrophages, though not intrinsically altered by the flox-cre construct, are enriched for genes associated with increased antigen presentation and complement activation, as well as an IFN signature. We previously showed that preventing monocyte-derived macrophage infiltration into the brain improved behavioral deficits and white matter integrity in a traumatic brain injury model (26, 27). Thus, our data do not preclude a contributing role for monocyte-derived macrophages in the development of NP-SLE-like disease in CReCOM mice, as previous studies suggest that infiltrating macrophages may modulate the activity of microglia (45, 46). Global depletion of monocyte-derived macrophages and tissue-resident macrophages, including microglia, via inhibition of colony-stimulating factor-1 receptor signaling which is crucial for their development, improves NP-SLE-like disease in MRL^lpr/lpr^ and DNRAb+ mice (12, 13). We recently demonstrated that restoration of the blood-brain-barrier in MRL^lpr/lpr^ mice reduces systemic autoimmunity and NP-SLE-like disease without affecting pro-inflammatory cytokines or autoantibodies but decreases the numbers of infiltrating monocyte-derived macrophages into the choroid plexus (47). However, it is possible that the blood-cerebrospinal fluid-barrier (choroid plexus) may be more important for immune cell trafficking in the MRL^lpr/lpr^ model than other models of NP-SLE (48), including CReCOM and B6.*Sle1Sle3* (17) mice. NP-SLE-like disease persists in MRL^lpr/lpr^ mice transferred with healthy bone marrow despite mitigation of systemic disease (24), suggesting a brain-intrinsic mechanism rather than peripheral hematopoietic cell contribution for NP-SLE development. Similar to these findings in MRL^lpr/lpr^ mice, the lack of systemic disease attenuation following deletion of LCN2 in B6.*Sle1Sle3* mice suggests that the corrective effects on NP-SLE seen by LCN2 deficiency are primarily the result of brain-specific pathways (17) rather than decreased systemic inflammation or brain-infiltrating T-cells or macrophages. However, we cannot rule out the effect of increased levels of brain-infiltrating CD4^+^ T-cells on microglia activation in NP-SLE-like disease (49). Recent studies suggest that loss of CD4^+^ T-cells reduces dopaminergic cell death and microglia activation in a mouse model of Parkinson's disease, a chronic neurodegenerative condition (50). Thus, it could be argued that increasing CD4^+^ T-cell infiltration into the brains of CReCOM and B6.*Sle1Sle3* mice (17) may contribute to microglia activation and thus to NP-SLE-like disease itself and merits further investigation. These data suggest that microglia are critical for NP-SLE-like disease, but brain-infiltrating macrophages, and possibly CD4^+^ T-cells, may synergize with microglia to initiate and perpetuate cognitive decline. Though we do not focus on non-immune cells, we cannot rule out the effect of astrocyte-mediated control of microglia activation, phagocytic capacity, and ability to secrete inflammatory mediators via cell-cell interaction (51) in NP-SLE pathogenesis and merits further investigation.

We recently demonstrated that the B6.*Sle1Sle3* SLE model also develops NP-SLE-like disease (17). Similar to CReCOM mice, B6.*Sle1Sle3* mice show a coordination defect (17). Impaired working memory and compromised spatial and recognition memory are seen in CReCOM and B6.*Sle1Sle3* mice (17), respectively. Further, similar to CReCOM mice, B6.*Sle1Sle3* mice show diffuse infiltration of T-cells and macrophages within the brain parenchyma rather than the choroid plexus (17). The CReCOM and B6.*Sle1Sle3* strains share a common B6 background, which allows for comparisons of cell-specific transcriptional profiles without interference of unknown disease mechanisms specific to a different background. Comparison of CReCOM and B6.*Sle1Sle3* microglial transcriptional profiles yields a shared 18-gene signature that appears to indicate a more anti-inflammatory, regulatory phenotype in microglia in the later stages of disease. Thus, despite these strains being generated and housed in different facilities (microbiome, diet, care) and the fact that the mechanisms of systemic disease differ (cell-specific caspase-8 deficiency vs. *Sle* susceptibility loci), a common “NP-SLE-disease signature” exists within microglia. Our results identify multi-gene signatures that are consistent across microglia of two NP-SLE models and observed in published microglia datasets rather than define a single-gene/pathway as a contributor to disease; thus, target validation was not necessitated. Further, we find significance not only in differential expression of our signatures but also in correlation of signature expression to clinical outcomes, indicating a sufficient sample size. Future studies beyond the scope of this study include the use of spatial transcriptomics to verify microglia gene signatures from whole brain in specific regions.

A number of genes comprising the “NP-SLE signature” are highly relevant to microglial function [*Furin* (52), *Vcam-1* (53), *Cxcl16* (54), *C4b* (55)], aging [*Sp100* (56)], and activation [*ApoD* (57)]. Numerous genes have also been implicated in neurodegenerative disease [*Vcam-1* (53), *Lmnb1* (58)*, Hcar2* (59), *ApoE* (60), *Axl* (61, 62)]. Expression of *Apoe* is upregulated in late-response state microglia, along with *Cxcl16, C4b, Lgals3bp*, and *Axl*, in an inducible model of severe neurodegeneration (63) and mediates the transition from the homeostatic to DAM phenotype in microglia (64). Further, expression of *ApoE, Axl*, and *Lgals3bp* is shared between microglia from both NP-SLE models and DAM. Interestingly, genes not typically associated with microglia were upregulated in NP-SLE populations. Slamf8 negatively regulates NOX2 activity in macrophages in response to multiple stimuli (65). *Meg3* is a repressive chromatin-interacting long non-coding RNA that directly targets TGF-β pathway genes to regulate signaling (66). Polycystin-2 (encoded by *Pkd2*) functions as an ion channel permeable for calcium ions, and its overexpression leads to augmented intracellular calcium release signals in epithelial cells (67). *PHF11* (human ortholog of *Phf11b*) RNA, as well as nuclear localization of PHF11, increases in TLR3-activated keratinocytes (68) and activated T-cells (69). Schlafen 2 (encoded by *Slfn2*) interacts with PPP6R1, leading to decreased type 1 IFN-induced activation of NF-κB signaling, causing a reduction of IFN-stimulated genes in mouse embryonic fibroblasts (70), suggesting Slfn2 negatively regulates IFN-stimulated gene expression. In addition, increased levels of proteins encoded by several genes in our “NP-SLE signature” are linked to active renal disease in SLE [*Cxcl16* (71, 72), *Axl* (73, 74), *Lgals3bp* (75), *Vcam-1* (72), *ApoE* (76)]. Moreover, Vcam-1 levels correlate with cognitive brain mechanisms in SLE patients (77) and the *APOE*ε4 allele is reported to be associated with NP-SLE in SLE patients (78). Furthermore, increasing expression of all aforementioned genes in CReCOM microglia in the earlier stages of SLE- and NP-SLE-like disease correlates with behavioral deficit severity, potentially suggesting a microglia-mediated brain-intrinsic mechanism for onset of NP-SLE manifestations.

A TREM2-dependent microglial subset that is enriched for lipid metabolism pathways and phagocytosis-related functions during disease was recently identified by single-cell RNA-seq. This microglial subset is referred to as disease-associated microglia (DAM), and its presence has been verified in human disease (18). Previous studies reported the existence of a similar microglia population in an AD model that localizes adjacent to Aβ plaques and expresses elevated levels of genes involved in suppressing inflammatory pathways (79). Ablation of this microglial subset results in an increased Aβ plaque load in multiple AD models, while an increase in this population is associated with Aβ plaque load reduction (80). Further, TREM2^−/−^ mice exhibit accelerated AD pathology coinciding with decreased microglial activation (81). Although these data suggest that DAM are a regulatory population, recent reports propose that DAM may be further subdivided into pro-inflammatory and anti-inflammatory subsets (82, 83). Proteins related to pro-inflammatory DAM are positively associated with neuropathology and precede cognitive decline (83). Moreover, heterogeneity may extend beyond this pro- and anti-inflammatory distinction (83). The vast majority of DAM studies center on AD, ALS, and MS (18). However, to date, no studies have examined DAM in NP-SLE. We find that microglia from both CReCOM and B6.*Sle1Sle3* models of NP-SLE are enriched for genes associated with DAM. Further, expression of these DAM-associated genes also correlates with the severity of behavioral deficits in CReCOM mice. However, as DAM themselves may be heterogeneous, characterizing microglia subsets, including DAM, in multiple NP-SLE models merits further investigation.

Here we show that the SLE-prone CReCOM model also exhibits a NP-SLE-like disease that mimics many of the pathologies observed in patients. Microglia are now at the forefront of investigations into neurological disorders and are implicated as key players in conditions ranging from neurodevelopmental (autism) to neurodegenerative (AD and chronic pain) disorders (84). However, very little is known regarding their role in NP-SLE. We have uncovered a novel 18-gene microglia signature common to both CReCOM and B6.*Sle1Sle3* strains. This “NP-SLE signature” suggests a more anti-inflammatory, regulatory role for NP-SLE microglia, potentially owing to an enrichment of the DAM subset in NP-SLE-like disease. Both “NP-SLE” and “DAM” signatures correlate with the severity of behavioral deficits in young SLE-prone mice. Thus, the discovery of our novel “NP-SLE signature,” as well as enrichment of the “DAM signature,” represents the first to connect microglia-specific expression patterns with clinical outcomes in NP-SLE-like disease prior to overt SLE-like disease. Further these data suggest that microglia-intrinsic defects precede contributions from peripheral SLE disease, and this link between associated signaling pathways in microglia and the onset of cognitive decline suggests a new area of investigation for NP-SLE. Macrophages transplanted into a new tissue environment may undergo epigenetic reprogramming to behave like macrophages already present within that tissue (85). Further, under microglia-depleting conditions, Ly6C^hi^CD62L^+^ classical monocytes can repopulate the compromised microglia niche and adopt key microglia-specific genes following engraftment in the brain (86). These data suggest a reprogramming of epigenetic and transcriptional profiles of classical monocytes to resemble that of brain-resident microglia. Since NP-SLE patients have decreased vascular integrity within the brain (2, 87), and classical monocytes may adopt a microglia-like phenotype, it could be argued that classical monocytes enter the brain to become microglia should the tissue-resident microglia population be compromised due to disease. Indeed, in multiple neurodegenerative diseases (AD and ALS) (88, 89), increased numbers of microglia have been observed in the parenchyma, and our own data suggest an expansion of the microglia population in brains of SLE-prone mice. Further, a microglia-like population was recently identified in human CSF that transcriptionally resembles DAM (90). Future studies will involve investigating the penetrance of our “NP-SLE” and “DAM” signatures in circulating monocyte subsets, as well as CSF-resident microglia-like cells of NP-SLE patients, and potentially correlating gene expression with the presence of soluble factors within the CSF. Development of these microglia-specific signatures and/or soluble factors within the CSF into indicative and/or predictive tools of NP-SLE in relatively easily obtainable patient samples would fulfill a critical need, as clinically validated biomarkers for diagnosis are currently non-existent and attributing NP-SLE manifestations to SLE in patients remains a challenge.

## Materials and Methods

### Mice

Mice homozygous for loxP flanked Caspase8 allele [*Casp8*^flox/flox^ (WT); generated on 129 background, backcrossed to C57BL/6 (B6) for at least 12 generations (91, 92)] were crossed with mice expressing Cre under control of the murine CD11c promoter (*CD11c*^cre^; generated on B6 background, Jackson 007567) to generate *CD11c*^cre^*Casp8*^flox/flox^ (CReCOM: Caspase-8 Removed CD11c-specific Overactive MyD88) mice as previously described (14). MRL^lpr/lpr^ mice (Jackson 000485) were utilized as positive controls and validated NP-SLE model. SLE-like disease in CReCOM mice was initiated by deletion of caspase-8 in peripheral CD11c^+^ conventional dendritic cells (14). We also observed caspase-8 deletion in tissue resident macrophage populations of the spleen and joint of CReCOM mice (14, 93). Thus, we examined caspase-8 deletion at the DNA level of brain infiltrating macrophages and microglia. While we did not observe caspase-8 deletion in brain infiltrating macrophages, microglia showed deletion of caspase-8 in CReCOM mice (Supplemental Figure 10A). 

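Casp8 (ENSMUSG00000026029), the gene of the initiator caspase that the CReCOM cross deletes, lies on chromosome 1 of GRCm38 from 58795374 to 58847503. In microglia at 11–12 months it had 29 ± 2.11 CPM in CReCOM and 98.2 ± 25.8 in WT mice (SD, n = 4 each), so CReCOM microglia kept 29.5% of the WT level (exact permutation test over 70 arrangements, two-sided p = 0.0286, the smallest they can give). At 5–6 months microglia had 36.5 ± 8.61 CPM in CReCOM and 81.6 ± 30.4 in WT mice, 44.8% of the WT level (exact permutation test, p = 0.0857). In macrophages at 11–12 months it had 60.9 ± 37.7 CPM in CReCOM and 48.5 ± 14.3 in WT mice (SD, n = 3 each, exact permutation test, p = 0.7), and at 5–6 months 54.7 ± 16.7 CPM in CReCOM and 66.2 ± 4.18 (p = 0.4). With 3 libraries against 3 the exact test cannot go below 0.1. Itgax, which encodes CD11c, had 21.9 ± 18.8 CPM in CReCOM and 3.36 ± 2.77 in WT microglia at 11–12 months (adjusted p = 0.802 from edgeR). In macrophages it had 89 and 102 CPM. Over all genes in edgeR, Casp8 had a log2 fold change of −1.74 (standard error 0.43, adjusted p = 0.102) in microglia at 11–12 months. It passed with library sizes alone, with limma-trend, with the filter over 2 groups and without CReCOM replicate 1. The sign in macrophages at 11–12 months turned from 0.31 to −0.03 without CReCOM replicate 1. These reads come from 3′ ends, which may lie outside the deleted part of the gene.

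**Figure D3:**
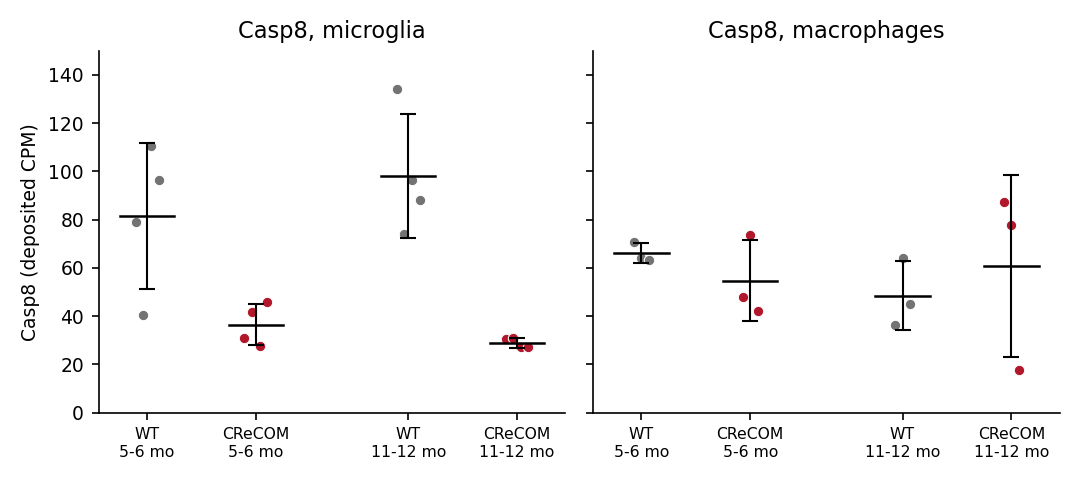
Casp8 CPM in each library (points), with the mean as a bar and the SD as an error bar, for WT (grey) and CReCOM (red) mice by cell type and age. All 4 CReCOM microglia libraries at 11–12 months lie between 27.0 and 30.9 CPM, below the 4 WT libraries (73.9 to 134).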

Further, we confirmed deletion of caspase-8 in microglia, and not infiltrating macrophages, at the RNA level by RNA-seq (Supplemental Figure 10B). Mice were housed in barrier/specific-pathogen-free facilities at Northwestern University Center for Comparative Medicine (Chicago, IL, USA). Female mice were used in all studies. Transnetyx (Memphis, TN) performed genotyping and cell-specific caspase-8 gene deletion analysis. All procedures were approved by Northwestern University IACUC.

### Behavioral Assessment

Tests validated by Northwestern University Behavioral Phenotyping Core were performed to assess spatial memory, associative learning, acoustic startle response, motor learning/balance, anxiety, working memory, general activity, and gait. Age-matched 3–4-month-old MRL^lpr/lpr^, WT, and CReCOM mice and 9–10-month-old WT and CReCOM mice were housed in the core's animal holding facility. Instrument calibration was performed at the same time daily by the same individuals. Mice were equilibrated for 1 h prior to behavioral examination under low incandescent light.

#### Morris Water Maze

Spatial memory was assessed using the Morris water maze test (94, 95). This apparatus consisted of an open circular pool ~1.2 m in diameter, an array of visual navigational cues surrounding the pool area, an escape platform (hidden just under the surface of the water) placed in the middle of the pool, and an overhead camera connected to a computer running the image tracking software. This task took advantage of the natural swimming ability of rodents and tests for spatial memory. Animals were individually placed in a pool of water and allowed to swim until the mouse climbed up onto the target platform or after 60 s of search time. At the end of each trial (mice not finding the platform were guided to it), mice were allowed to rest on the platform for 10 s, reinforcing the associative pairing of location-reward. Mice were then dried off, returned to their home cage for 30 s and tested again before being returned to their cages to rest prior the next round of testing. Water within the pool was kept at 24–26°C and was made opaque with non-toxic white paint. Testing was performed at the same time each day by the same individuals. On the first day of testing, the mice were taught to climb onto the visible platform from the water and remained on the platform for 10 s prior to being returned to their home cage. From the second through the last day of testing (day 5), the platform was submerged 0.75 cm below the waterline, and remained in the same location for all testing while the starting locations changed. Parameters measured using the tracking software included path length and latency to platform. The three double-search trials starting from different locations were spaced 15–20 min apart: a span well-outside the range of working memory for mice, and requiring the hippocampus for recall and learning. The animal must learn to use visual cues around the maze to navigate a direct path to the hidden platform when started from different locations around the perimeter of the pool. Thus, decreased path length and latency to platform indicates increased spatial learning and memory over time. Animals with a deficit in spatial learning will find it hard to accomplish this task and will have increased latency to platform and distance traveled during the allotted timeframe.

#### Fear Conditioning

Associative learning was assessed using the fear conditioning test. This apparatus consisted of a training environment and a test environment. The conditioning environment was made up of a Plexiglas chamber (35 × 20 × 20 cm) with a metal grid electrifiable floor spaced 9 mm apart, placed inside a sound proof chamber with a light source and a speaker to transmit tone. The grids were wired to a computer-controlled activity monitor and tone/shock generator. Each sound proof chamber was evenly illuminated and equipped with a ceiling-mounted camera connected to a computer to monitor and capture the response of the mouse. The procedure was controlled by the FreezeFrame 4 software and analyzed with FreezeView software (Actimetrics, Wilmette, IL.). Before each test began, the walls, floors, and grids were cleaned with 70% ethanol to eliminate any olfactory interference. Each conditioning trial was a tone-pulse-shock method. This protocol consisted of a period of white noise, then a 75 dB, 10 kHz tone followed by a pulse, then a brief, mild (0.7 mA) foot shock through the metal grid floor. Approximately 24 h after the conditioning, the animal was returned to the same conditioning chamber without the tone-pulse-shock and its behavior was monitored to check for contextual conditioning. An absence or reduction of movement in this chamber indicates fear in response to the context of the conditioning chamber. Three hours after the test for contextual associative learning, the animals were returned to a different chamber (new visual surroundings, new odor) to test for cue-signaled fear independent of contextual conditioning. This was done by presenting the original conditioning tone in the novel context. A conditioned mouse exhibits fear by freezing in response to the conditioning context or cue. A failure to respond to either the conditioning context or the adverse stimuli (cue) by not freezing indicates a defect or malfunction in the amygdala and hippocampus.

#### Prepulse Inhibition

The acoustic startle response (ASR) to stimulus was assessed in the animals using the test for Prepulse inhibition (PPI) as previously described (96). Briefly the animals were placed in a sound attenuated chamber with tension plate floors to measure the response of the animals upon delivery of stimuli. A weak acoustic stimulus [the prepulse (S1)] was delivered first, and following a brief 100 ms interval, the stronger stimulus [pulse (S2)] was delivered. Then the startle amplitude was measured. The prepulses were 70 dB tones at three frequencies (4, 12, and 20 kHz). While 4 KHz is relatively low frequency for mice to detect, 20 KHz is the highest for the equipment and utilized for evaluating hearing loss is many mouse strains. Twelve KHz represents an optimal frequency for many mouse strains to determine alterations in prepulse inhibition (96). The pulses were delivered at 100 dB at the same frequencies. After 40 trials of the prepulse/pulse test, another 15 trials of just the pulse was run at 70, 80, 90, and 100 dB to establish a baseline of the acoustic startle response when there is no prepulse. The experiment was controlled and data were collected using Startle Reflex software (Med Associates, Inc., St. Albans, VT) and data analysis was performed using Microsoft Excel. The ratio of PPI is calculated as: startle amplitude of S1 & S2 paired stimulus, divided by the baseline S2 amplitude, ^*^100. A lower ratio means less startle, thus indicating that the delivery of the prepulse inhibits the startle response of the animal to the pulse. A reduction or inhibition of startle response as indicated by a lower PPI percentage reflects the ability of the CNS to temporarily adapt to a strong sensory stimulus when it is preceded by a weaker stimulus. Thus, an inability to adapt to the stronger signal, regardless of the prepulse, is represented by a higher PPI percentage indicating an increased startle response.

#### Rotarod

Acquisition of skilled behavior and motor coordination/balance in mice was assessed using the TSE RotaRod System, a machine comprising a rotating drum with individual lanes for each animal. Animal falls from the drum were detected by tension plate floors in each lane, and each lane was timed independently. Motor speed for drum rotation was controlled electronically. After training at constant speed (12 rpm, 60 s, 4 times/day) for 3 days, the speed of the rod was accelerated from 4 to 40 rpm. Four acceleration trials were performed with 20 min inter-trial intervals and the time until they dropped from the rod was recorded. The Rod software was used to define, store, and run speed profiles. Increased time before the fall and speeds at the fall indicate acquisition of motor learning/balance.

#### Zero Maze

Anxiety was assessed using the zero maze test. The zero maze was a round track (56 cm diameter) divided into four equal (two open and two closed) sections placed on an elevated stand and this task is based on the preference of mice for enclosed spaces. The closed sections are made up of two sets of walls along the track. The mice were placed on the track in the center of the open area and were examined for a preference for the closed or open arms. Each sound proof chamber was evenly illuminated and equipped with a ceiling-mounted camera connected to a computer to monitor and capture the response of the mouse. LimeLight software (Actimetrics, Wilmette, IL) was used to collect data for 300 s. Data were calculated as the percent of time in the open portions of the track. While an anxious mouse will avoid the open regions of the track, animals with a reduction in anxiety levels due to a neurological defect will spend an increased amount of time in the open space of the maze.

#### Y Maze

Immediate working memory performance was assessed on animals by recording spontaneous alternation behavior in a Y maze. The maze had three arms that radiated from a central triangular area and was placed in a sound proof chamber. The arms were spaced 120 degrees apart and were of identical dimensions. Each of the three arms was 60 cm in length, 3.5 cm wide at the bottom, and 14 cm wide at the top. A mouse was placed within the “home” arm and positioned with its nose toward the center of the maze and then released to choose one of the other arms. Each sound proof chamber was evenly illuminated and equipped with a ceiling-mounted camera connected to a computer to monitor and capture the response of the mouse. LimeLight software (Actimetrics) was used to collect data for 500 s while the mouse freely traversed the maze. The order of arm entries was recorded and analyzed for spontaneous alternation. An alternation was scored for each set of three consecutive choices where no repeated entries occurred. % alternation (# alternations/# of possible alternations^*^100) of 50% indicates a random selection. While young, healthy B6 mice typically exhibit scores of 75–80% alternation indicating acquisition of working memory, aging mice approach 50% alternation (97). The hippocampus governs spatial memory which will allow the rodents to alternate between the arms of the maze multiple times correctly. Animals with impaired working memory will repeatedly navigate the same arms of the maze instead of alternating between arms.

#### Open Field

The open field arena (56 × 56 cm) was used to assess levels of anxiety in the mouse as well as ambulation and activity levels as well as exploratory habits. Animals were placed in the center of the arena inside a sound proof chamber. Each sound proof chamber was evenly illuminated and equipped with a ceiling-mounted camera connected to a computer to monitor and capture the response of the mouse. LimeLight software (Actimetrics, Wilmette, IL) was used to collect ambulation activity for 300 s while the mouse freely traversed the arena. Data were calculated as the total distance traveled as well as the number of crossings in the arena as defined by the software. A hyperactive mouse will explore the test chamber and travel greater distances while an anxious mouse will spend more of its time along the perimeter and will not cross the arena.

#### Gait Analysis

Animals were tested on the DigiGait™ Imaging System (Mouse Specifics Inc., Framingham, MA). This is a widely used ventral plane videography instrumentation for gait analysis. The ventral images of the animal were captured by a video camera anchored below a transparent treadmill belt. One animal is placed in the arena at a time. Data were collected at 10, 17, and 24 cm/s for two trials at each speed. The Digigait™ arena and belt was cleaned with 70% ethanol in between animals. Footprints from a segment of a 4–5 s video was analyzed using Digigait™ Analysis version 15. Maximum speed before stumbling was noted, and gait symmetry at all three speeds was calculated. A gait symmetry score of 1.0 indicates symmetrical ambulation and no defect in coordination or locomotion.

### MRI Acquisition and Processing

Each mouse was scanned using a 7T Clinscan MRI (Bruker, Billerica, MA) using clinical grade software platform (Syngo, Siemens). Twenty minutes prior to scanning, a tail-vein catheter was inserted and primed with MR gadolinium-based contrast agent (~0.3 mmol/Kg body weight; Prohance, Bracco). Mice were anesthetized (isoflurane mixed with 100% O_2_) and placed in a dedicated holder with stereotactic head alignment. Respiration and body temperature were monitored with dedicated physiological monitoring system (SAI, New Jersey, USA) with anesthesia continuously delivered through a nose cone. Using a four-channel mouse brain surface coil placed on mouse's head, the following were used to acquire images: (1) localizer tri-axial gradient echo sequence for positioning; (2) T1-weighted gradient echo 3D sequence with TR = 70 ms and TE = 1.6 ms and isotropic spatial resolution 150 μm; (3) dynamic T1-weighted GRE series of images (120 repetitions) with 3.6 s temporal resolution used for acquisition of dynamic contrast enhanced image series (DCE-MRI) by injecting the agent at ~20th image set; (4) multi-direction (64) and multiple value diffusion gradient (0, 200, 800) 2D EPI sequence TR = 2,000 ms and TE = 25 ms with in-plane resolution of 200 μm and 12 longitudinal slices covering whole brain. Each scanning session lasted ~20–30 min. Anatomical and morphological analysis was conducted using 3D brain images acquired at 150 μm isotropic resolution. Classification criteria for lesion detection using ITK-SNAP (http://www.itksnap.org) (98) assumed that lesions would exhibit a higher signal intensity compared to signals from normal surrounding brain tissue (~30% higher for lesion; ~30–50% higher for ventricle/CSF). Fractional anisotropy (FA) maps were generated using DTI processing packages contained in the image acquisition and processing platform (Syngo, Siemens) from diffusion MRI images. To facilitate detection/quantification of FA differences across groups using multi-slice dataset, we used a similar threshold approach to above. Using 2D FA maps and ROI tool in JIM 7.0 (Xinapse, Essex, UK), high FA areas were segmented in each slice to generate whole brain 3D-rendered FA surfaces. Total volumes were extracted. FA reduction using 3D volumetric data reflects loss of white matter. 3D FA-rendered surfaces enabled visualization of abnormal connectivity patterns reflected in morphometric alterations. DCE-MRI data was analyzed using least-squared fitting algorithm and standard two-compartment pharmacokinetic model (Tofts). Ktrans maps were generated and considered to reflect vascular integrity.

### Tissue Processing, Flow Cytometry, and Fluorescence Activated Cell Sorting (FACS)

Brain tissue processing, flow cytometric analysis, and FACS-purification of macrophages and microglia were performed following behavioral task completion (testing lasted ~6 weeks), as previously described by us (17, 47). Briefly, mice were transcardially perfused with ice cold HBSS. Brains were excised, meninges were removed, and brains were placed in ice cold HBSS until processing. Brains were weighed, infused with digestion buffer [2.5 mg/mL Liberase TL (Roche, Basel, Switzerland) and 1 mg/mL DNase I in HBSS] using a 30 g needle, cut into small pieces, and placed into C-tubes (Miltenyi Biotec) containing 4 mL digestion buffer. C-tubes were placed on GentleMACS dissociator (m_brain_3_protocol; Miltenyi Biotec), incubated (30 min, 37°C, 200 rpm shaking), and placed on GentleMACS dissociator. Released cells were passed through 40 μm nylon mesh using a cell masher and washed with 100 ml autoMACS Running Buffer (Miltenyi Biotec). Microglia and infiltrating cells were isolated using 30/70-percoll gradient (Percoll Plus, GE Healthcare). Cells collected from gradient interphase were washed with HBSS and counted (Countess, Invitrogen); trypan blue discriminated dead cells. Cells were stained with live/dead Aqua viability dye (Invitrogen), incubated with Fc-Block (BD Biosciences), and stained with fluorochrome-conjugated antibodies (Supplemental Figure 11). Siglec H expression confirmed gating strategy to discriminate between microglia and macrophages (Supplemental Figure 10C), as microglia, not macrophages, express this marker (28). We did not detect monocyte-derived dendritic cells (DCs) in brain, as CD11b^+^CD11c^+^ cells expressed CD64 (Figure 3A), and DCs do not express CD64 (99). For analysis of intracellular synaptic vesicle glycoprotein 2A (SV2A), a prototypic protein identified in synaptic vesicles of neurons and endocrine granules that regulates action potential-dependent neurotransmitter release (100–103), cells were permeabilized (BD Cytofix/Cytoperm Fixation/Permeabilization Kit) according to manufacturer's instructions, and data were acquired on BD LSR2 (BD Biosciences, San Jose, CA). For sorting experiments, data were acquired on BD FACSAria cell sorter (BD Biosciences) at the Northwestern University RHLCCC Flow Cytometry Facility and populations were sorted. Pelleted sorted cells were immediately lysed in extraction buffer from PicoPure RNA isolation kits (Arcturus Bioscience, Inc.). Lysates were stored at −80°C. Flow cytometric data analysis was performed using Flowjo (TreeStar, Ashland, OR).

### RNA Sequencing (RNA-Seq)

RNA-seq was performed as previously described by us (17, 47) on mice that underwent behavioral testing. Briefly, RNA from FACS-purified macrophages and microglia of age-matched 5–6-month-old and 11–12-month-old female WT and CReCOM mice were extracted using PicoPure RNA isolation kits according to manufacturer's instructions. Sample quality control, processing, and library preparation were performed by the Northwestern University Next Generation Sequencing Core. RNA quality/quantity were measured using Agilent High Sensitivity RNA ScreenTape System (Agilent Technologies). DNA libraries were prepared from total RNA from macrophages (1 ng) and microglia (2 ng) using a QuantSeq 3′ biased mRNA-seq Library Prep Kit for Illumina (Lexogen Inc.) and sequenced on Illumina NextSeq 500 instrument (Illumina Inc.) with ~10 million reads/sample target read depths. Raw sequencing files were de-multiplexed using bcl2fastq. Fastq files were trimmed of low-quality reads and bases, polyA tails, and adaptors using bbduk (http://jgi.doe.gov/data-and-tools/bb-tools/). Trimmed fastq files were aligned to mouse reference genome (mm10,GRCm38) using STAR algorithm (104). HTSeq on resulting BAM files provided raw gene counts, which were merged into a single table and normalized for read depth using counts per million (CPM). For macrophages and microglia, three and four samples, respectively, from each group were included for subsequent analyses. Samples were excluded based on failure of mice to respond to behavioral testing, issues with brain processing (poor perfusion, sorter error), systemic disease (spleen and cervical lymph node weights), insufficient RNA, read count <7,000,000, low alignment (<56% for macrophages; <70% for microglia), and/or high percentage unmapped reads (too short; >28% for macrophages; >20% for microglia) (Supplemental Figures 12–15). Libraries showed an average of 66% alignment for macrophages and 80% alignment for microglia. 

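Applied to the deposited CPM of 49671 genes, the rule log2(maximum mean CPM of any group + 1) > 5 kept 5643 macrophage genes over the groups of 11–12 months, and 6272 over all 4 groups. The rule with a threshold of 4 kept 7772 microglia genes over the groups of 11–12 months, of which 7771 have counts, and 8463 over all 4 groups, of which 8462 have counts. Over the groups of 5–6 months alone it kept 5612 macrophage genes and 7798 microglia genes.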

For analysis, we focused on highly expressed genes, defined as “log_2_(maximum mean CPM of any experimental group+1)>5” for macrophages (5642) and “log_2_(maximum mean CPM of any experimental group+1)>4” for microglia (7771). DESeq2 defined differential genes. GENE-E (https://software.broadinstitute.org/GENE-E/) generated correlation matrix and heat maps. Ggplot2 package in RStudio (RStudio Inc.) generated plots. GOrilla defined GO associations and related *p*-values (105). A volcano plot was generated using the fold change of normalized gene counts (log2[CPM+1]) between 11-12-month-old WT and CReCOM macrophages on x-axis and *p*-values (–log_10_) on y-axis. A heat map was generated using fold change of normalized gene counts (log_2_[CPM+1]) between 11-12-month-old WT and CReCOM microglia. For comparative analyses between NP-SLE microglia, we focused on aforementioned highly expressed genes for aged CReCOM microglia (7771) and the previously published dataset for 8–10-month-old B6.*Sle1Sle3* microglia (8151) (17). Hypergeometric distribution tests determined significance of overlap between upregulated genes in CReCOM and B6.*Sle1Sle3* microglia compared to respective controls (7076 common gene background). Hypergeometric distribution tests were also performed between NP-SLE microglia and DAM (29) [common gene background for comparison of DAM to: CReCOM microglia (7060), B6.*Sle1Sle3* microglia (7291), CReCOM macrophages (5204)] as well as “NP-SLE” and “DAM” signatures (6,486 common gene background). For scatter plots, behavior and gene expression scores (“NP-SLE” and “DAM” signatures) were generated for each animal. Animals were ranked 1–8 per age group (1 = normal behavior; 8 = abnormal behavior) for disease-associated behavioral tests to obtain an average ranking for Morris water maze (latency on days 2–5), Fear Conditioning (% freezing for context and cue), PPI (% PPI at 4, 12, and 20 kHz), and Rotarod (time before drop on days 4–5). Rankings were added together to obtain behavior scores (4–32). For “NP-SLE” and “DAM” signatures, expression was normalized for each gene to obtain a value from 0 to 1, and normalized gene expression values were added together to obtain gene expression scores.

### Statistical Analysis

Investigators were not blinded to treatment groups during behavioral testing. GraphPad Prism 7.0 was used for statistical analyses. Comparisons were made using non-paired, non-parametric Mann-Whitney tests, unless indicated. Behavioral and flow cytometric analysis experiments were repeated three times. For scatter plots, correlation coefficient values were determined by Pearson method of correlation. Data reported as mean ± SEM, unless indicated.

## Data Availability Statement

The datasets generated for this study can be found in Mendeley, at 10.17632/gphwtzz36y.1 and 10.17632/8j2gsn3bwv.2.

## Ethics Statement

The animal study was reviewed and approved by Northwestern University IACUC.

## Author Contributions

HM carried out all *in vivo* animal experiments, performed behavioral studies, analyzed RNA-seq data, and assisted with drafting the manuscript. DW guided RNA-seq studies, analyzed RNA-seq data, and assisted with drafting the manuscript. DP performed MRI on all animals, generated quantitative data and images, and revised the manuscript. EM assisted with analyzing RNA-seq data and revised the manuscript. AS assisted with *in vivo* animal experiments and revised the manuscript. MK assisted with performing behavioral data analysis and revised the manuscript. GG assisted with analyzing RNA-seq data and revised the manuscript. SD assisted with retinal angiography studies and revised the manuscript. CB, SD, and MM assisted with *in vivo* animal experiments and revised the manuscript. JL performed retinal angiography studies and revised the manuscript. CP participated in the conception, design, and coordination of the study, and revised the manuscript. CC participated in the conception, design, and coordination of the study, assisted with all *in vivo* animal experiments, assisted with behavioral testing, performed behavioral data analysis, assisted with analyzing RNA-seq data, performed all statistical analyses, and drafted the manuscript. All authors read and approved the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

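RNA-seq of sorted brain macrophages and microglia of female WT and CReCOM mice was analyzed in 28 libraries, 16 of microglia and 12 of macrophages. Each genotype had 4 microglia and 3 macrophage libraries at 5–6 and at 11–12 months of age, and each library is 1 mouse. Groups follow the sample titles and library names. By mouse number, 9 mice gave both cell types, 4 of them at 11–12 months. WT and CReCOM libraries that share a replicate number come from different mice, and in microglia their residual correlations were −0.0646 to 0.00597 over 3 pairs at 11–12 months. The genotypes were therefore compared without pairing.

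The authors demultiplexed the reads with bcl2fastq, trimmed low-quality bases, polyA tails and adaptors with bbduk and aligned them to GRCm38 with STAR. They then made raw counts per gene with HTSeq, and the count tables as deposited carry no scaling. The CPM tables as deposited hold those counts divided by each library's total and scaled by the authors to a common sum, with no other factor, which was checked against the counts. The microglia count table lacks 2 genes of its CPM table, Gnai3 and Pbsn. The versions of these tools, the annotation release and the strand setting of HTSeq are not stated. Libraries that the authors excluded for the reasons in their methods are not in these tables and are not analyzed here. Gene names and coordinates were taken from a GENCODE annotation of GRCm38, which may differ from the release the authors used.

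Library totals ran from 3961593 to 8344189 counts. A floor of 3 counts per library equals 0.36 to 0.757 CPM, and genes at or under it in all libraries of a group, and some near it, are given as CPM without a fold. Over the 36 pairs of libraries within a group, the lowest chi-square per gene was 49.4, far above counting noise. The libraries of a pair are different mice, so this spread includes that between mice and does not test the libraries. The common biological coefficient of variation was 0.828 in microglia and 0.747 in macrophages.

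Genes were kept by the paper's rule, a log2 of the maximum group mean CPM plus 1 over 4 in microglia and over 5 in macrophages, taken over all 4 groups of a cell type. Counts were scaled by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, robust), with a mean for each of the 4 groups. CReCOM was compared with WT within each age. Interaction contrasts tested whether that difference differs between ages (within a cell type) or between cell types at 11–12 months (28 libraries, 5675 genes kept in both). Microglia were compared with macrophages at 11–12 months over 9058 genes kept in either. P-values were adjusted by Benjamini-Hochberg. Genes were called at an adjusted p under 0.1 and a fold over 1.5, and a second threshold of an unadjusted p under 0.05 and a fold over 1.5 follows the paper's comparisons with other data. The standard error of a log2 fold change is the size of the fold change over the square root of the F statistic.

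The 38 gene lists, 12 of them of cell type markers, were tested with camera (limma 3.58.1) where at least 3 members were kept, with a preset correlation of 0.01 and an adjusted p under 0.05 over the lists of a comparison. Camera with a correlation estimated from the residuals and fry, a rotation test of a list by itself, were run beside it. Members were also counted at the gene threshold after adjustment over their list alone. Signature scores follow the paper's description. The CPM of each gene was scaled from 0 to 1 over the 8 microglia libraries of one age and summed over the genes that the text names, and the genotypes were compared by exact permutation of the mean difference. Genes shown for a signature only in a figure were left out.

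Named genes were chosen by a fixed rule. It takes every gene the text names for a comparison and the genes its figures label. It adds up to 10 higher and 10 lower genes with the largest change among called genes whose CPM does not overlap between genotypes. It also takes up to 4 members with the smallest p from each list in the text, and Casp8 with the genes beside Itgax. Some genes that the rule takes are not reported here. The paper's statements on its named genes had been read when the rule was written.

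The steps were tested on counts simulated with the dispersion of these libraries. Beyond the genes raised in the simulation, 1 to 5 unchanged genes per comparison were called. Lists of 30 raised genes had camera p-values of 1.14e-04 to 0.00267, and lists of 30 unchanged genes 0.198 to 0.631. These counts were simulated from the dispersion alone, so they do not test the preset correlation where genes of a list are correlated.

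Alternatives set in advance were DESeq2 1.42.0 with its size factors, RLE factors, library sizes alone, edgeR's filterByExpr and no filter. Further ones were fits and filters on only the 2 groups compared, limma-trend on log2(CPM + 1), a replicate block, other thresholds, and leaving out each library in turn. For the scores, the range, the scale and the normalization were changed. DESeq2 fits on all genes, DESeq2 with the filter on 2 groups, thinned macrophage libraries, ratios of mean CPM, lists in the interaction contrasts, lists without each library and a fit without 2 macrophage libraries were added after seeing the data. Other splits of the libraries were fitted in the same way, all 35 or 10 for 4 or 3 libraries a group, and 100 drawn with a fixed seed elsewhere. Tables and figures were made with Python 3.11.15.

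Behavior, histology and flow cytometry data, the microglia of B6.Sle1Sle3 mice, the single-cell counts of DAM and the interferon genes from another lupus model are not analyzed here. Libraries were not selected by their outcome.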

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

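The tests of the share of T and NK cells, of neutrophil and endothelial markers beside them, of microglial RNA behind C1q, of single libraries behind C1q, of endothelial RNA and of neuron markers, and the gene lists on the interaction contrasts, were chosen only after the result was seen. In 8 of 76 pairs of a measure and a group of 4 libraries, 1 library lay far from the rest of its group by Dixon's test, where chance gives about 1 in 20. WT microglia replicate 2 at 11–12 months had 12394 genes detected (others 11205 to 11273) and 235 CPM of erythrocyte markers (others 25.1 to 54.7). CReCOM microglia replicate 3 at 11–12 months had a DAM score of 3.51 for the genes named as higher, 777 CPM of border macrophage markers, the lowest of its group, and 3069.8 CPM of neuron markers, the highest. Among the younger mice of 5–6 months, WT microglia replicate 2 had 3961593 counts (others 5236572 to 5413100), WT replicate 7 had 0.907% of its counts in ribosomal protein genes (others 0.783 to 0.799), and WT replicate 1 had 1452 CPM of endothelial and pericyte markers, the highest of its group.

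T and NK cell markers were lower in CReCOM than in WT macrophages at both ages, with median log2 fold changes of −2.60 at 11–12 and −2.17 at 5–6 months and sums of 887 ± 271 against 3809 ± 366 CPM at the younger age. The median at 11–12 months was −2.61 with every macrophage library thinned to the smallest total, which argues against library size. Neutrophil markers at 5–6 months had a median of 0.72 (quartiles −0.31 to 0.89, against −2.53 to −1.53 for T and NK cell markers). That argues against a general loss of other cells from the gate at that age. However, B cell (median −2.49), neuron (−1.11), astrocyte (−0.76) and homeostatic microglia genes (−0.57) fell too by camera. With an estimated correlation none of these lists passed (adjusted p = 0.104 to 0.214). At 11–12 months neutrophil (−1.74) and B cell markers (−5.00) fell by camera, but not with an estimated correlation (adjusted p = 0.0697 and 0.0918). Astrocyte markers (−1.44 over 4 genes) passed with fry (adjusted p = 0.0175) but not camera (0.0984). The lower quartile of endothelial and pericyte markers, −0.34 over 6 genes, lay above the upper quartile of T and NK cell markers, −1.55. That argues against a loss of all other cells, and a loss of several cell types stays open. At least 91.3% of the list was lower at each age, which restates the pattern, so fewer T and NK cells among the sorted CReCOM macrophages, less of their RNA and a change of these genes within cells cannot be told apart. Its abundant genes Gzma and Ccl5 had 179 ± 64 CPM in CReCOM and 1014 ± 206 in WT macrophages and 203 ± 94.9 CPM in CReCOM and 595 ± 99.6 in WT macrophages at 5–6 months, and 2 of its 23 genes, Ccl5 and Xcl1, are also on the chemotaxis list. The CD64 of the macrophage gate would remove such cells if it were complete, and whether genotype changes lymphocytes in the brain was not tested here. The paper reports more CD4 T cells in CReCOM than in WT brains at 11–12 months by flow cytometry, the other direction, and those data are not analyzed here.

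C1qa, C1qb and C1qc had log2 fold changes of 3.10, 2.59 and 1.77 in CReCOM macrophages at 11–12 months, and that of C1qa stayed at 3.07 or more without any 1 CReCOM library, which argues against a single library as its source. C1qb and C1qc were lowest without CReCOM replicate 1 (2.12 and 1.26). Microglial RNA carried into the gate, with its share set by P2ry12, P2ry13, Tmem119, Olfml3 or Gpr34 of the homeostatic microglia list, predicted a smaller rise of C1qa than the 370.3 CPM observed. The observed rise was 1.96 times the predicted one at the median of the 5 genes (1.31 to 7.79), and 2.34 times for C1qb (1.55 to 9.39) and 3.44 times for C1qc (1.96 to 15.5), and the medians of C1qb and C1qc, not that of C1qa, go against carry-over as the whole rise. The lowest ratios stay under 2 for each of the 3 genes, so carry-over and a rise within the macrophages cannot be told apart, because the genes that set the share disagree on it. P2ry12 reached 3.63% of its microglial level in CReCOM and 0.195% in WT macrophages, and microglia held 7901 ± 1862 CPM of C1qa in CReCOM mice. The gates separate the cells by CD45 alone, and at 5–6 months C1qa had 195 ± 51.1 CPM in CReCOM and 284 ± 131 in WT macrophages.

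Endothelial and pericyte markers were higher in CReCOM microglia at 5–6 months (median log2 fold change 1.34 over 19 genes) in a list that the paper does not report, although it shows its signature genes at this age, with 12 of the 19 past the threshold when adjusted over the list alone (adjusted p of the list = 1.84e-15 from camera, and 0.0301 with an estimated correlation). The upper quartile of neuron markers, 0.50, lay below the lower quartile of this list, 1.01, which argues against a lower share of microglia in the sort as the whole cause. Astrocyte (median 0.64, upper quartile 1.39), choroid plexus (1.1 and 1.87) and oligodendrocyte markers (0.23 and 1.05) reached that quartile, as did neutrophil markers (2.05 and 3.56 over 4 genes). Homeostatic microglia genes fell by camera (median −0.13), though not with an estimated correlation. RNA of several cell types other than neurons therefore stays open. The lowest median without 1 CReCOM library was 1.00 (without replicate 4, against 1.37 to 1.38 without another), which argues against a single library. The fold change was positive in 100% of the list, which restates the pattern, so endothelial cells or their RNA in the microglia gate and a change in the microglia themselves cannot be told apart. Flt1 had 514 ± 304 CPM in CReCOM and 228 ± 34.6 in WT microglia and Ly6a 229 ± 179 CPM in CReCOM and 54.6 ± 12.4 in WT microglia, and Vcam1 of this list is also one of the paper's NP-SLE genes. The CD11b and CD64 of the gate would remove such cells, and an effect of genotype or age on the microglia was not tested separately.

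The genotype difference of macrophages differed between the ages for 6 of 6272 genes at an adjusted p under 0.1 (289 at an unadjusted p under 0.05 with a fold over 1.5, and 49 called by DESeq2). They were C1qa (difference of 11–12 minus 5–6 months 3.66, standard error 0.55, adjusted p = 0.0257), S100a9 (−2.74, adjusted p = 0.0418), Ngp (−2.70, adjusted p = 0.0418), Lcn2 (−3.60, adjusted p = 0.0434), S100a8 (−2.65, adjusted p = 0.0482) and Klra4. The count was 0 without WT replicate 2 of 11–12 months or WT replicate 2 or 6 or CReCOM replicate 3 or 4 of 5–6 months. It was 1 without WT replicate 4 or CReCOM replicate 1 or 4 of 11–12 months, 3 without WT replicate 1 of 5–6 months, and 12 without CReCOM replicate 3 of 11–12 months. Other splits of these libraries reached 6 at most, which equals the real count, and 3 of 100 gave as many with the real one included. Chance is therefore not clearly excluded. Between microglia and macrophages at 11–12 months the difference itself differed for 16 of 5675 genes, where the highest of the other splits gave 21, more than the real one, and 4 of 100 gave as many with the real one included, so chance is at the edge of being excluded. That count was 6 and 8 without microglia WT replicates 3 and 2, 68 without microglia CReCOM replicate 1, and 49, 27 and 31 without macrophage WT replicate 4 and CReCOM replicates 1 and 3.

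As gene lists, 8 differed between the ages in macrophages at an adjusted p under 0.05 from camera, and 0 did with an estimated correlation. Neutrophil markers (median difference of 11–12 minus 5–6 months −2.46, adjusted p = 7.41e-19), immediate early and dissociation response genes (0.61, adjusted p = 6.51e-11), homeostatic microglia genes (0.98, adjusted p = 2.56e-10) and MHC class II genes (0.99, adjusted p = 6.00e-05) were among them. The others were Marcks, P2ry12 and Maf, named as lower in DAM (2.12, adjusted p = 5.00e-04), choroid plexus markers (4.72, adjusted p = 0.0229), erythrocyte markers (adjusted p = 0.0397) and cytokine and NF-κB genes (0.49, adjusted p = 0.0472). In microglia 6 lists differed between the ages, and 0 with an estimated correlation. These were choroid plexus markers (−3.03, adjusted p = 1.13e-07), endothelial and pericyte markers (−1.18, adjusted p = 0.00286), immediate early genes (0.26, adjusted p = 0.0257), the NP-SLE genes (0.47, adjusted p = 0.0257), the DAM genes named as higher (0.61, adjusted p = 0.0257) and the wider DAM list (0.17, adjusted p = 0.0313). Between the cell types at 11–12 months 9 lists differed, and 1 with an estimated correlation (Marcks, P2ry12 and Maf). The adjusted p-values not given with the article's text above were those of choroid plexus (−5.14, adjusted p = 0.0204), astrocyte (2.08, adjusted p = 0.0204) and dendritic cell markers (−1.44, adjusted p = 0.0423) and of the NP-SLE genes (0.76, adjusted p = 0.0281). The study chose the NP-SLE genes and the DAM genes named as higher or lower in part on the microglia of 11–12 months, so their differences are partly built in. The wider DAM list shares genes such as Lgals3bp, Fth1 and Apoe with them. P2ry12 and Maf are also homeostatic microglia genes, so microglial RNA carried into the macrophage gate stays open for them, as for C1qa above. Macrophages of 5–6 months, whose genotypes the paper does not compare, had 3 genes past the adjusted threshold and 13 gene lists past camera, given under the other observations.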

How the results depend on the processing

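The DESeq2 fits over all genes, DESeq2 with the filter on 2 groups, thinned macrophage libraries, the fit without 2 macrophage libraries, the lists without each library and the ratios of mean CPM were chosen only after the result was seen. In microglia at 11–12 months edgeR called 24 genes at the adjusted threshold, and 24 to 31 with RLE factors, library sizes alone, filterByExpr, the filter over 2 groups or no fold threshold. It called 89 with no filter, 8 at an adjusted p under 0.05, and 0 in a fit of the 2 groups or with a replicate block (574 and 435 without adjustment). DESeq2 called 168 on 4 groups and 119 on 2, with either filter, and limma-trend 85. These DESeq2 fits gave no adjusted p to 6234 and 6235 of 8462 genes, and to 5575 of 7771 with the filter on 2 groups. Over all genes DESeq2 called 367 on 4 groups (183 counted over the kept genes) and 251 on 2 (132 counted over the kept genes, 121 adjusted again). Leaving out 1 library gave 2 to 280. It was 2, 7 and 5 without WT replicates 2, 3 and 5, 280 without CReCOM replicate 1, and 7 and 12 without CReCOM replicates 3 and 5. The 652 genes past the unadjusted threshold became 1092 with filterByExpr, 2247 with no filter and 8 when an adjusted p under 0.05 took the place of that threshold. Other settings gave 435 to 942, and 560 to 976 without 1 library.

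In macrophages at 11–12 months edgeR called 21, and 17 to 31 with RLE factors, library sizes alone, 2 groups in the fit or the filter, an adjusted p under 0.05, no fold threshold, thinned libraries or without the 2 libraries that stand apart. The count was 38 with filterByExpr, 74 with no filter, 48 with limma-trend, and 126, 124 and 122 with DESeq2 on 4 groups, on 2, and on 2 with their filter. Over all genes DESeq2 called 378 on 4 groups (177 counted over the kept genes) and 310 on 2 (144 counted over the kept genes, 139 adjusted again). Leaving out 1 library gave 6 to 39 (6, 10 and 39 without WT replicates 2, 4 and 7).

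The 0 calls at 5–6 months in microglia (318 unadjusted) became 4 with filterByExpr, 18 with no filter, 57, 105 and 100 with DESeq2 on 4 groups, on 2, and on 2 with their filter, 8 with limma-trend, and 0 to 1 without 1 library. The 3 calls in macrophages became 36 with no filter, 78, 123 and 118 with the same DESeq2 fits, and 0 to 3 without 1 library. The count was 0 without WT replicate 1 or CReCOM replicate 3 or 4, 1 without WT replicate 6 and 2 without WT replicate 2. For genotype by age in microglia edgeR called 0 genes (395 unadjusted), 1 with filterByExpr, 3 with no filter and 0 without each library, and DESeq2 30. In macrophages it called 6, 26 with no filter and 0 to 12 without 1 library, and DESeq2 49. Genotype by cell type gave 16, 10 with only the groups of 11–12 months, 74 with DESeq2 and 6 to 68 without 1 library. Fits with no filter or over all genes test more genes. For the other changes the cause was not tested.

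Over the 4 comparisons 55 lists passed camera, 13 with an estimated correlation and 36 with fry. With the estimated correlation 3 and 4 passed in microglia at 11–12 and 5–6 months, and 4 and 2 in macrophages. Fry gave 3 in macrophages at 5–6 months. Without 1 library the lists were 11 to 16 and 9 to 14 in microglia at 11–12 and 5–6 months, and 11 to 17 and 10 to 17 in macrophages. The cause of these changes was not tested. Homeostatic genes higher in microglia were 38, and 35 to 38 under each alternative run. Over all genes, 1616 were higher in microglia and 1521 in macrophages, and 986 and 1082 with each mouse as a block.

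The NP-SLE and DAM scores kept their direction under each alternative. Without 1 library the difference was 8.6 to 9.47 for NP-SLE and 3.56 to 4.31 for the DAM genes named as higher at 11–12 months, with p = 0.0286 in the exact permutation test. It was −2.04 to −1.70 for the DAM genes named as lower at 11–12 months (exact p = 0.0571 without CReCOM replicate 3 or 5), and at 5–6 months 5.16 to 6.50 for NP-SLE and 1.82 to 2.47 for DAM higher (exact p = 0.0571 without any WT replicate), and −1.50 to −1.23 for DAM lower (exact p = 0.0571 without WT replicate 5 or 7). With 3 libraries against 4 the smallest exact p is 0.0286, and 0.0571 means that 1 other of the 35 arrangements was as large. The correlation of genotype effects between cell types, 0.053, was 0.0046 to 0.104 without 1 library. It was 0.021 with no mouse in both, which left 1 CReCOM microglia library. That of libraries between cell types, 0.431, was 0.484 by Spearman and 0.713 with no filter. Within microglia and within macrophages it was 0.705 in each, 0.733 and 0.734 by Spearman and 0.815 and 0.801 with no filter. Genes that are low in both are added without the filter.

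Of 33 named genes in macrophages at 11–12 months, 33 stayed on their side of the threshold with RLE factors and 20 with DESeq2 on 4 groups, where 13 came past it. Without 1 library 21 to 26 stayed, and the log2 fold change of Casp8 (0.31) ran from −0.031 without CReCOM replicate 1, a change of sign, to 0.75 without CReCOM replicate 4, a gene with no call in either case. Of 42 in microglia, 42 stayed with RLE factors, 24 with DESeq2 on 4 groups, 21 in the fit of 2 groups or with a replicate block and 23 to 33 without 1 library. Thinning macrophages to 4045036 counts left 20 and 3 calls at the 2 ages, so these counts depended little on depth.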

Differences from the paper's values

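The DESeq2 fits over all genes, DESeq2 with the filter on 2 groups and the ratios of mean CPM were chosen only after the result was seen, with the paper's counts in view. The paper reports 105 genes lower and 62 higher in CReCOM macrophages at 11–12 months (the paper's values), at an adjusted p under 0.1 and a fold over 1.5. At these thresholds 14 were lower and 7 higher here with edgeR. Of the alternatives set before the data were examined, DESeq2 on 4 groups (80 lower and 46 higher) and on the 2 groups (80 and 44) lie within 1.5 times of the paper's counts. The others differ by more: RLE factors (14 and 7), library sizes alone (14 and 9), filterByExpr (18 and 20), no filter (41 and 33), edgeR on 2 groups (11 and 8), the filter over 2 groups (15 and 9), limma-trend (27 and 21) and leaving out each library (5 to 25 and 1 to 14). Chosen after seeing the values, DESeq2 over all genes of the 2 groups, counted over the kept genes, gave 82 lower and 62 higher and drops 0 of the 14 macrophage genes that the text names as changed, and adjusted again over the kept genes it gave 80 and 59 and drops 0. Also chosen after seeing the values, DESeq2 over all genes of 4 groups, counted over the kept genes, gave 110 and 67 and drops 1 (Tlr4), and DESeq2 with the filter on 2 groups gave 78 and 44 and drops 1 (Tlr7).

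In microglia at 11–12 months the paper reports 46 genes lower and 74 higher (the paper's values), against 12 and 12 here with edgeR. Of the alternatives set before the data were examined, no filter (49), DESeq2 on the 2 groups (43) and limma-trend (63) come within 1.5 times of the paper's count of lower genes. DESeq2 on 4 groups (91), DESeq2 on the 2 groups (76) and leaving out CReCOM replicate 1 (89) do so for higher genes. The DESeq2 fits gave no adjusted p to 6234 genes on 4 groups and 6235 on 2, of 8462. For lower genes RLE factors (12), library sizes alone (14), filterByExpr (17), DESeq2 on 4 groups (77), the filter over 2 groups (13), edgeR on 2 groups or with a replicate block (0 each), and leaving out each library (1 to 15, and 191 without CReCOM replicate 1) differ by more. For higher genes RLE factors (13), library sizes alone (12), filterByExpr (14), no filter (40), the filter over 2 groups (12), limma-trend (22), edgeR on 2 groups or with a replicate block (0 each) and leaving out each other library (1 to 15) differ by more. In those 2 fits with 0 calls, 574 and 435 genes passed the unadjusted threshold. Chosen after seeing the values, DESeq2 over all genes of the 2 groups gave 67 lower and 65 higher counted over the kept genes, and 62 and 59 adjusted again, and drops 1 (Il1a) of the 10 microglia genes that the text names as changed. Also chosen after seeing the values, DESeq2 over all genes of 4 groups, counted over the kept genes, reaches the higher count (86, with 97 lower) and drops 1 (Il1a), and DESeq2 with the filter on 2 groups reaches both (43 and 76, with no adjusted p for 5575 of 7771 genes) and drops 0.

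The paper gives P2ry12 as 34-fold and Gpr34 as 44-fold higher in microglia than in macrophages (the paper's values), against 120.0-fold and 127-fold here. Of the alternatives set before the data were examined, the mouse as a block over mice that gave both cell types gave 74.4 for P2ry12, within its error of the paper's value, and 152 for Gpr34. DESeq2 (128 and 135), library sizes alone and leaving out each library (98.5 to 172 for P2ry12 and 106 to 237 for Gpr34) did not come within reach. Ratios of mean CPM, chosen after seeing the values, gave 66.6 and 93.3 and did not reach them either. These ratios pool genotypes that differ. Macrophages held 3.63% of the microglial level of P2ry12 in CReCOM and 0.195% in WT mice. For Gpr34 they held 2.20% in CReCOM and 0.307% in WT mice.

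Of the 14 genes that the paper names as changed in CReCOM macrophages, edgeR called S100a8, S100a9, Cd74, Gbp2 and H2-Eb1. It missed Cxcr2 (adjusted p = 0.195), Ccl6 (0.159), Bcl2 (0.299), Tlr4 (0.65), Tlr7 (0.468), Bst2 (0.113), Ifi30 (0.304), H2-Ab1 (0.174) and H2-Aa (0.108), each with its direction as in the paper. DESeq2 on the 2 groups, with either filter, called these 9 except Tlr7, and on 4 groups except Tlr4 and Tlr7. DESeq2 over all genes of the 2 groups, chosen after seeing the values, called all 9 and drops 0 of the 14, and over all genes of 4 groups all but Tlr4. With edgeR, no filter called Cxcr2, Ccl6, Bst2, Ifi30, H2-Ab1 and H2-Aa, filterByExpr called Bst2, H2-Ab1 and H2-Aa, library sizes alone and the filter over 2 groups called Bst2 and H2-Aa, and the fit of 2 groups called H2-Aa. Limma-trend called Ccl6, Bst2, H2-Ab1 and H2-Aa. Without WT replicate 7 edgeR called Cxcr2, Bst2, H2-Ab1 and H2-Aa, and without CReCOM replicate 3 Cxcr2. Some of these fits dropped genes that edgeR called: no filter S100a8, S100a9 and H2-Eb1, filterByExpr S100a8, the fit of 2 groups S100a8 and S100a9, and leaving out CReCOM replicate 3 H2-Eb1. Leaving out WT replicate 2 dropped all 14, WT replicate 4 or CReCOM replicate 4 all but Gbp2, and CReCOM replicate 1 all but S100a9 and Gbp2. Without both of the libraries that stand apart, chosen after seeing the values, it called H2-Ab1 and H2-Aa and drops 8 of the 14, Gbp2 among them.

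Of the 10 genes that the paper names as changed in CReCOM microglia, edgeR called Cd164 and Sgk1. It missed Il1a (adjusted p = 0.221), Maf (0.148), Marcks (0.105), Klf4 (0.149), Jund (0.135), Cd63 (0.125), Sumo3 (0.207) and Atf4 (0.172), each with its direction as in the paper. DESeq2 on 4 groups and on the 2 groups, with either filter, called all 8, as did edgeR without CReCOM replicate 1. DESeq2 over all genes, chosen after seeing the values, called all but Il1a and drops 1 of the 10. No filter called all but Il1a and Maf, limma-trend all but Il1a, Sumo3 and Atf4, and filterByExpr Marcks. Without WT replicate 1 edgeR called Marcks, and without CReCOM replicate 4 Maf and Cd63, and both fits dropped Sgk1. Leaving out CReCOM replicate 5 dropped all but Cd164. The fit of 2 groups, the replicate block and leaving out WT replicate 2, 3 or 5 or CReCOM replicate 3 dropped all 10.

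The paper states that interferon response genes were not higher in CReCOM microglia, for a list from another model. Of the 38 type I genes used here, 27 had a positive log2 fold change (median 0.75, adjusted p = 1.58e-04 from camera, and 0.0777 with an estimated correlation), and Lgals3bp was called. Lgals3bp is also one of the NP-SLE genes that the study chose in part on these microglia, so the list is not fully independent evidence. No change of Isg15 was detected (−0.00), and its standard error is wide enough to leave a rise possible. The paper finds no overlap of the DAM signature with the genes changed in CReCOM macrophages. B2m, one of the 33 genes of the wider DAM list here, was called higher in those macrophages (log2 fold change 0.86, adjusted p = 0.0429), while of the 10 genes that the text names for the signature none was called by edgeR and 4 passed the unadjusted threshold. The paper finds no similar pattern of the microglia genes in macrophages. The correlation of fold changes was 0.053. At the unadjusted threshold 22 genes were higher in both cell types, against 7.21 expected (Fisher's exact test over genes, p = 2.30e-06), 13 were lower in both, against 8.57 expected (p = 0.15 from the same exact test), and 21 moved in opposite directions. Genes are not independent and 4 mice gave both cell types, so these p-values overstate the evidence.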

Other observations

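The gene lists without each library and the comparison of the ages across all genes were chosen only after the result was seen. In macrophages of 5–6 months the T and NK cell genes Il2rb (log2 fold change −2.44, standard error 0.39), Gzma (−2.50, standard error 0.42) and Nkg7 (−2.47, standard error 0.43) were lower in CReCOM mice, each at an adjusted p of 0.0456, and they were also called lower at 11–12 months. Il2rb had 45.2 ± 1.51 CPM in CReCOM and 244 ± 55.6 in WT macrophages (SD, n = 3 each), and each of the 3 genes separated the groups, which chance gives 10% of genes. edgeR called 3 genes lower and 0 higher, with 194 higher and 126 lower at the unadjusted threshold, and DESeq2 called 45 higher and 33 lower. Il2rb, Gzma and Nkg7 all lost their calls without WT replicate 1 or 6 or CReCOM replicate 3 or 4 (adjusted p up to 0.31). Without WT replicate 2 Il2rb alone held (0.0709), and without CReCOM replicate 5 Gzma alone (0.0551). The number of called genes was 0 without WT replicate 1 or CReCOM replicate 3 or 4, 1 without WT replicate 6, 2 without WT replicate 2 and 3 without CReCOM replicate 5. T and NK cell markers fell as a list (23 of 23 negative, median −2.17, adjusted p = 6.87e-25 from camera), as did immediate early and dissociation response genes (36 of 44 negative, median −0.44, adjusted p = 1.08e-10), and both passed with an estimated correlation (0.0365 and 0.0365). Type I interferon response genes rose (43 of 46 positive, median 0.66, adjusted p = 5.24e-11, and 0.0597 with an estimated correlation), and interferon-γ response genes rose with them (15 of 20 positive, median 1.02, adjusted p = 5.92e-04, and 0.186). These lists passed without each library in turn. The direction of the T, NK and interferon lists was that of 11–12 months.

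Neutrophil markers went up at 5–6 months in macrophages (15 of 22 positive, median 0.72, adjusted p = 0.00331 from camera, and 0.417 with an estimated correlation), with Ngp at 1891 ± 121 CPM in CReCOM and 894 ± 76.2 in WT mice. At 11–12 months the median of these markers was −1.74. Monocyte markers rose (14 of 19 positive, median 0.35, adjusted p = 0.0102, and 0.214), with Ly6c2 at 1137 ± 331 CPM in CReCOM and 559 ± 185 in WT mice, as did oxidative phosphorylation genes (58 of 69 positive, median 0.31, adjusted p = 0.00608, and 0.266). Homeostatic microglia genes (26 of 30 negative, median −0.57, adjusted p = 1.71e-05, and 0.186), neuron markers (5 of 6 negative, median −1.11, adjusted p = 0.00129, and 0.104), B cell markers (3 of 3 negative, median −2.49, adjusted p = 0.00614, and 0.214), astrocyte markers (4 of 4 negative, median −0.76, adjusted p = 0.0475, and 0.189) and Marcks, P2ry12 and Maf (3 of 3 negative, median −0.94, adjusted p = 0.0364, and 0.186) fell. Erythrocyte markers passed (adjusted p = 0.00516, and 0.379), with a median of 11.50 as fitted and 7.78 with genes at 0 set to their bound. Their sums were 17.4 to 16232 CPM in CReCOM macrophages, and the call was lost without CReCOM replicate 5 (0.607). Other calls lost without 1 library were those of neutrophil markers (0.0546 without CReCOM replicate 4 and 0.0967 without WT replicate 2), monocyte markers (0.109 and 0.0538 without WT replicates 1 and 6), oxidative phosphorylation (0.0677 without CReCOM replicate 4 and 0.0593 without WT replicate 1) and B cell markers (0.0662 without CReCOM replicate 5 and 0.207 without WT replicate 2). That of Marcks, P2ry12 and Maf was lost without CReCOM replicate 3 or 4 or WT replicate 2 or 6 (0.078, 0.134, 0.102 and 0.0799), and that of astrocyte markers without each library but CReCOM replicate 5 (0.0512 to 0.0909). With filterByExpr the camera calls of neuron (0.255) and astrocyte markers (0.153) were lost.

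In microglia of 5–6 months, cytokine and NF-κB genes fell in CReCOM mice (23 of 29 negative, median −0.48, adjusted p = 2.04e-10 from camera, and 0.0368 with an estimated correlation), with Il1a, which encodes interleukin-1α, at 294 ± 92.7 CPM in CReCOM and 634 ± 89.7 in WT mice (log2 fold change −1.15 (standard error 0.26, adjusted p = 0.145)). Type I interferon response genes rose (34 of 38 positive, median 0.55, adjusted p = 6.89e-07, and 0.0301), with Slfn5, an interferon-induced gene, at 1.98 (standard error 0.52, adjusted p = 0.283). Immediate early and dissociation response genes fell (41 of 46 negative, median −0.29, adjusted p = 3.09e-06, and 0.103), as did homeostatic microglia genes (27 of 40 negative, median −0.13, adjusted p = 9.04e-04, and 0.136). These 4 lists passed without each library in turn. Choroid plexus markers (6 of 9 positive, median 1.1, adjusted p = 0.00611, and 0.319), heat shock genes (19 of 26 positive, median 0.28, adjusted p = 0.00666, and 0.237), ribosomal protein genes (44 of 63 positive, median 0.22, adjusted p = 0.0129, and 0.237) and astrocyte markers (8 of 11 positive, median 0.64, adjusted p = 0.0134, and 0.136) rose. Chemotaxis genes passed in the lower direction, with a median of −0.11 and a mean of 0.07 (adjusted p = 0.0433, and 0.253). These calls were lost without CReCOM replicate 2 (choroid plexus 0.133, ribosomal 0.212, astrocyte 0.121, chemotaxis 0.52), CReCOM replicate 3 (heat shock 0.113), WT replicate 1 (ribosomal 0.101), WT replicate 5 (choroid plexus 0.0895, ribosomal 0.0504, astrocyte 0.106, chemotaxis 0.199) or WT replicate 7 (choroid plexus 0.171). edgeR called 0 single genes here, against 318 at the unadjusted threshold, 57 with DESeq2 and 8 with limma-trend.

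At 11–12 months, the NP-SLE genes named in the text were higher in CReCOM macrophages (9 of 11 positive, median 0.78, adjusted p = 8.22e-04 from camera, and 0.0697 with an estimated correlation), with 5 of 11 when adjusted over the list alone. Scavenger receptor genes (20 of 26 positive, median 0.61, adjusted p = 0.00634, and 0.0896) and immediate early genes (32 of 44 positive, median 0.35, adjusted p = 0.0168, and 0.287) also rose. Scavenger receptor genes lost their call without CReCOM replicate 1 (0.0709), WT replicate 2 (0.0512) or WT replicate 4 (0.0661), and immediate early genes without CReCOM replicate 4 (0.115) or WT replicate 2 (0.0581). Snora30 had 0 counts in all 3 CReCOM macrophage libraries, where 3 counts are 0.457 to 0.715 CPM, and 33.1 ± 4.27 CPM in WT libraries. Igkc, of B cells, had 21.8 ± 25.4 against 674 ± 595 CPM. In microglia of this age endothelial markers (12 of 19 positive, median 0.15, adjusted p = 0.0347, and 0.395) and B cell markers (3 of 4 negative, median −2.35, adjusted p = 0.0455, and 0.111) passed. Endothelial markers lost their call without CReCOM replicate 3, 4 or 5 (0.0598, 0.0614 and 0.0984) or WT replicate 5 (0.684), and B cell markers without CReCOM replicate 1 or 5 (0.202 and 0.0984) or WT replicate 2 or 5 (0.124 and 0.0518).

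The lists of glycolysis, lipid and cholesterol metabolism, lysosome, integrated stress response, glucocorticoid response, cell cycle, complement, oligodendrocyte markers, genes beside Itgax, and Casp8 with cell death genes passed camera in none of the 4 comparisons. Their median log2 fold changes, with the adjusted p in brackets, are given for microglia at 11–12 and 5–6 months and macrophages at 11–12 and 5–6 months. They were 0.29 (0.113), 0.16 (0.455), −0.10 (0.875) and 0.31 (0.396) for glycolysis, 0.26 (0.127), 0.09 (0.217), 0.18 (0.786) and −0.17 (0.592) for lipid metabolism, 0.23 (0.145), 0.03 (0.664), 0.21 (0.0984) and 0.13 (0.133) for lysosome, and 0.19 (0.936), 0.03 (0.694), −0.13 (0.785) and −0.16 (0.345) for integrated stress. For glucocorticoid response they were 0.03 (0.939), −0.11 (0.664), −0.10 (0.948) and −0.24 (0.0524), for cell cycle −0.89 (0.0574), −0.38 (0.422), −0.12 (0.316) and 0.19 (0.152), and for oligodendrocyte markers −0.01 (0.909), 0.23 (0.226), −0.49 (0.785) and −0.31 (0.0532). For complement they were −0.27 (0.669), 0.10 (0.786), −0.27 (0.192) and −0.14 (0.264), for genes beside Itgax −0.19 (0.949), 0.24 (0.664), −0.27 (0.683) and 0.45 (0.322), and for Casp8 and cell death 0.20 (0.262), 0.23 (0.786), 0.27 (0.316) and 0.17 (0.264). Under alternatives, complement passed in macrophages at 11–12 months without CReCOM replicate 4 (0.00845), as did lysosome (0.0314), and lysosome in macrophages at 5–6 months without CReCOM replicate 3 (0.0306). In macrophages at 5–6 months glucocorticoid response passed with filterByExpr (0.0221), with library sizes alone (0.0495) and without CReCOM replicate 3 (0.0472), CReCOM replicate 5 (0.0317) or WT replicate 2 (0.0419), and oligodendrocyte markers without CReCOM replicate 3 (0.0383) or WT replicate 1 (0.0124). Cell cycle passed in microglia at 11–12 months with fry (0.0431) and without CReCOM replicate 5 (0.0361), WT replicate 1 (0.046) or WT replicate 2 (0.0489).

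Across all genes, the genotype effects of the ages had a Pearson correlation of 0.0788 in microglia and 0.106 in macrophages. Of the genes called at 11–12 months, 22 of 24 in microglia and 17 of 21 in macrophages had the same sign at 5–6 months. At the unadjusted threshold, 20 genes were higher at both ages in microglia (6.14 expected, Fisher's exact test over genes, p = 3.03e-06) and 21 lower (5.75 expected, p = 2.13e-07), while 10 moved in opposite directions. In macrophages 26 were higher (5.88 expected, Fisher's exact test over genes, p = 9.72e-11), 32 lower (4.68 expected, p = 8.30e-19 from the same exact test) and 12 opposite. Genes are not independent, so these p-values overstate the evidence.

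Each count was set beside other splits of the same libraries into groups of the same size. In microglia at 11–12 months chance is not excluded for the 24 genes at the adjusted threshold (70 in the highest other split) or the 652 at the unadjusted one (685), and in each case 2 of 35 splits gave as many as the real one. The split with 70 genes exchanges WT replicate 1 and CReCOM replicate 1, and the reason for its count was not tested. Both libraries follow their labels for Casp8 (134 CPM in WT replicate 1 and 30.8 in CReCOM replicate 1) and for the NP-SLE score (1.54 and 11.5) and the score of DAM genes named as higher (1.24 and 5.22), although the genes of these scores were chosen in part on these libraries. Across all genes, CReCOM replicate 1 correlated at 0.711 to 0.75 with the WT libraries and at 0.689 to 0.704 with the other CReCOM libraries, whereas WT replicate 1 correlated at 0.733 to 0.755 with WT and at 0.69 to 0.711 with CReCOM libraries. Without CReCOM replicate 1 edgeR called 280 genes. For gene lists, these microglia gave 15 with the real labels and 8 in the highest other split. The 15 include the NP-SLE genes and the DAM genes named as higher and as lower. The study chose those genes in part on these libraries with their real labels. That count therefore favours the real split and cannot exclude chance. Chance is excluded for the 13 lists of microglia at 5–6 months (11 in the highest other split). For the 0 genes at 5–6 months (1 in the highest other split) and the 0 genes of genotype by age in microglia (9) the splits decide nothing, since all 35 and all 100 give at least 0. By DESeq2 these counts were 57 and 30, and at the unadjusted threshold 318 and 395. Splits of macrophages within an age are too few for such a test. The real and highest other values were 21 and 2 genes and 14 and 8 lists at 11–12 months, and 3 and 1 genes and 13 and 9 lists at 5–6 months. For genotype by age in macrophages (6 genes, 6 in the highest other split) 3 of 100 splits and for genotype by cell type (16, with 21) 4 of 100 gave as many. For homeostatic genes higher in microglia, 37 in a fit of 2 groups against 2 in the highest other split, chance is excluded.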
